# Integration of proteomic and transcriptomic profiles identifies a novel PDGF-MYC network in human smooth muscle cells

**DOI:** 10.1186/s12964-014-0044-z

**Published:** 2014-08-01

**Authors:** Wei Yang, Aruna Ramachandran, Sungyong You, HyoBin Jeong, Samantha Morley, Michelle D Mulone, Tanya Logvinenko, Jayoung Kim, Daehee Hwang, Michael R Freeman, Rosalyn M Adam

**Keywords:** Visceral smooth muscle, Proteomics, Transcriptomics, Network analysis, PDGF, DIAPH3, ProteomeXchange PXD000624

## Abstract

**Background:**

Platelet-derived growth factor-BB (PDGF-BB) has been implicated in the proliferation, migration and synthetic activities of smooth muscle cells that characterize physiologic and pathologic tissue remodeling in hollow organs. However, neither the molecular basis of PDGFR-regulated signaling webs, nor the extent to which specific components within these networks could be exploited for therapeutic benefit has been fully elucidated.

**Results:**

Expression profiling and quantitative proteomics analysis of PDGF-treated primary human bladder smooth muscle cells identified 1,695 genes and 241 proteins as differentially expressed versus non-treated cells. Analysis of gene expression data revealed MYC, JUN, EGR1, MYB, RUNX1, as the transcription factors most significantly networked with up-regulated genes. Forty targets were significantly altered at both the mRNA and protein levels. Proliferation, migration and angiogenesis were the biological processes most significantly associated with this signature, and MYC was the most highly networked master regulator. Alterations in master regulators and gene targets were validated in PDGF-stimulated smooth muscle cells in vitro and in a model of bladder injury in vivo. Pharmacologic inhibition of MYC and JUN confirmed their role in SMC proliferation and migration. Network analysis identified the diaphanous-related formin 3 as a novel PDGF target regulated by MYC and JUN, which was necessary for PDGF-stimulated lamellipodium formation.

**Conclusions:**

These findings provide the first systems-level analysis of the PDGF-regulated transcriptome and proteome in normal smooth muscle cells. The analyses revealed an extensive cohort of PDGF-dependent biological processes and connected key transcriptional effectors to their regulation, significantly expanding current knowledge of PDGF-stimulated signaling cascades. These observations also implicate MYC as a novel target for pharmacological intervention in fibroproliferative expansion of smooth muscle, and potentially in cancers in which PDGFR-dependent signaling or MYC activation promote tumor progression.

## Introduction

Smooth muscle-rich hollow organs such as the vasculature, airways, gut and urinary tract undergo tissue remodeling following injury. These alterations in tissue structure include cellular hypertrophy and hyperplasia, increased synthesis and secretion of extracellular matrix, dedifferentiation of smooth muscle cells (SMC) and progressive loss of normal contractile function. Importantly, even after removal or attenuation of the inciting stimulus, tissue damage resulting from pathologic remodeling persists, sometimes indefinitely, and there are typically limited options for treatment.

Among the soluble factors implicated in the pathologic responses of SMC to injury, the potent mitogen and motogen platelet-derived growth factor-BB (PDGF-BB) has emerged as an important soluble driver [1]. PDGF-BB elicits biological effects, such as proliferation and migration, through dimerization and activation of PDGF receptor (PDGFR) tyrosine kinases and initiation of downstream kinase cascades that impinge on transcriptional complexes (reviewed in [2]). Signaling through the PDGFR axis has been implicated in a range of pathological conditions, including atherosclerosis, airway remodeling in asthma [3],[4] and fibroproliferative changes in the bladder wall [5]. However, neither the molecular basis of the PDGFR signaling repertoire, nor the extent to which specific elements within these cascades could be exploited for therapeutic benefit has been fully elucidated.

The downstream targets of PDGFR activation in smooth muscle have, for the most part, been defined at the level of small numbers of proteins or genes [5]–[8]. Expression profiling of smooth muscle exposed to PDGF has thus far been restricted to SMC of vascular origin, and has identified NFAT family members and target genes as important effectors of vascular SMC behavior in the setting of vascular injury [9],[10]. Genome-wide evaluation of PDGF-stimulated visceral smooth muscle gene expression has yet to be reported. Several groups, including our own, have employed mass spectrometry-based proteomics to interrogate PDGF-induced changes in cells of mesenchymal origin [11]–[15]. In a previous study, we used isotope-coded affinity tagging (ICAT) analysis coupled with mass spectrometry to quantify PDGF-induced protein alterations in a human visceral SMC sub-proteome [14]. In that study we observed marked enrichment in proteins associated with endocytosis and the cytoskeleton in lipid raft microdomains of cells treated with PDGF, consistent with other studies linking PDGF to alterations in cell morphology and the actin cytoskeleton.

In this study, we present the first integrated analysis of gene expression and proteome-level alterations in human visceral SMC challenged with PDGF.

## Results

### Gene expression regulated by PDGF

In order to interrogate global responses to PDGF-BB at both gene and protein levels, we used primary human bladder smooth muscle cells (pBSMC) to perform RNA expression profiling in concert with quantitative analysis of the entire proteome using the SILAC method. Expression of PDGFRα and PDGFRβ isoforms was verified in pBSMC by real-time RT-PCR and immunoblot analysis (Figure S2A & S2B (see Additional file 1)). Cells subjected to triplex SILAC labeling were treated with 1 nM PDGF-BB for 0, 4 or 24 h. 

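Primary human bladder smooth muscle cells (pBSMC) are muscle cells cultured from the bladder wall, and PDGF-BB is a growth factor that acts through the PDGF receptors on their surface. RNA was measured on Human Gene 1.0 ST arrays (Affymetrix), which carry a single colour and read each gene through probes spread along its transcript. There were 12 arrays, namely 4 of untreated cells (0 h) and 4 of each of 2 groups treated with 1 nM PDGF-BB. The untreated cells had grown in the light isotope medium of the SILAC method and each treated group in another isotope medium, so that medium and treatment time cannot be told apart. The sample titles and the Materials and methods give 4 h to the cells in medium isotopes and 24 h to those in heavy isotopes. The treatment field of the sample labels, and the source name with it, give 24 h and 4 h to the same arrays. The titles were followed here, and the groups are called the arrays titled 4 h (24 h in the treatment field) and the arrays titled 24 h (4 h in the treatment field); which 4 arrays form a group is not in dispute. This choice sets which time a change is given to, and for part of the genes its direction opposes the one in the paper's Table S1. Over the 1552 genes of Table S1 measured here, the log2 fold change of the arrays titled 4 h had a Pearson's r of 0.638 with the paper's 4 h column, and that of the arrays titled 24 h an r of 0.623 with its 24 h column. With the times of the treatment field, r was 0.984 at 4 h and 0.984 at 24 h. These are correlations across genes, which are not independent replicates. Of the 1048 of these genes that Table S1 marks at 4 h, 662 were changed the same way and 74 the opposite way in the arrays titled 4 h, against 1034 the same way with the times of the treatment field. The authors adjusted the background by the PLIER method and normalized the arrays by quantiles, and deposited log2 values of 33297 transcript clusters, from 1.93 to 14.24, which were used as deposited. A transcript cluster stood for a gene where it had 1 gene symbol, and where a gene had several, the brightest was taken, which left 18418 genes. Groups were compared by limma on all 12 arrays, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 with a fold of more than 1.4, the fold threshold of the paper. A gene called in one treated group and not in the other is not thereby shown to differ between them, which is the test of the arrays titled 24 h against the arrays titled 4 h. In data simulated on these arrays for 4 h against 0 h, 98% of 50 genes changed by 0.7 on the log2 scale and all of 50 genes changed by 1 were recovered. Neither the text of the paper nor the labels say whether the arrays of a group came from separate cultures or donors, so p-values measure only the spread between these samples, which may be technical.

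**Figure D1:**
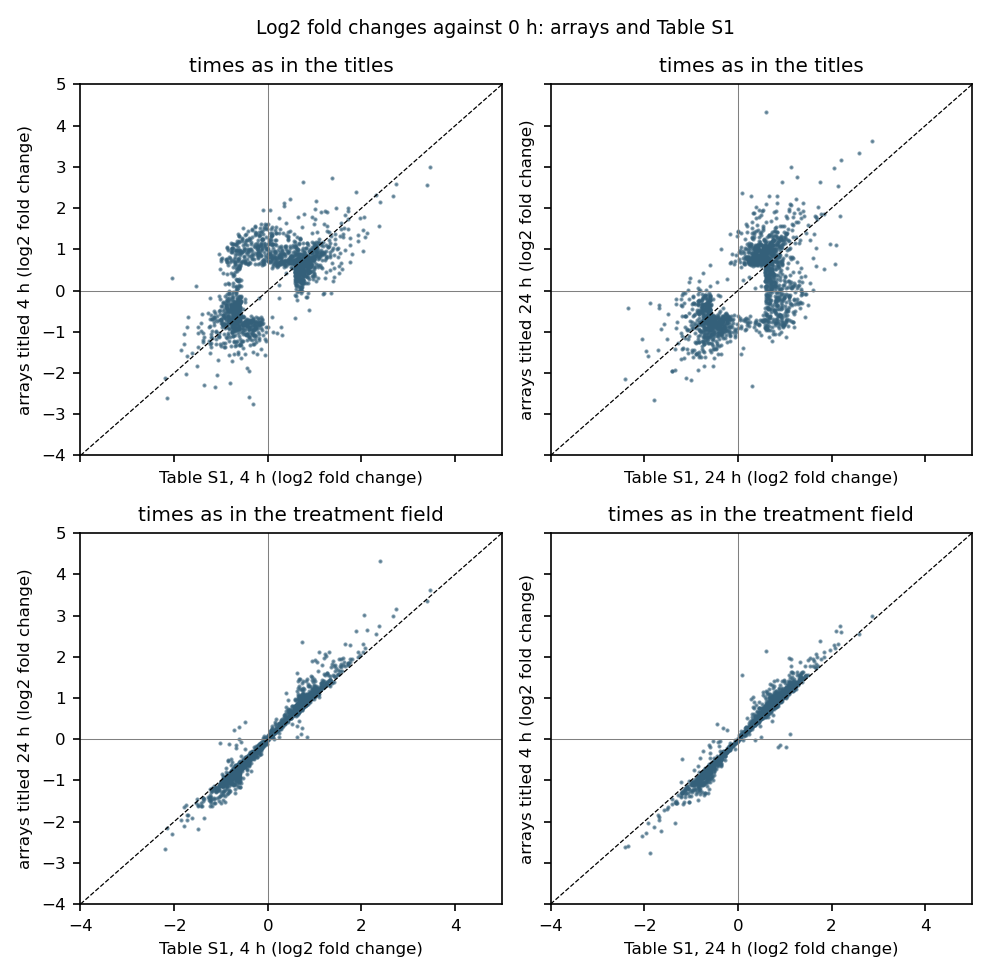
Each point is 1 of the 1552 genes of Table S1 measured here. The horizontal axes give the log2 fold change that the paper lists at 4 h (left) and 24 h (right) against 0 h, the vertical axes that of the arrays, with the times of the titles (upper panels, r of 0.638 and 0.623) and of the treatment field (lower panels, r of 0.984 and 0.984); the dashed line marks equal values.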

Total protein lysates were analyzed using mass spectrometry, and total RNA was analyzed by expression profiling (workflow shown in Figure S2, (see Additional file 2)).

Microarray data were assessed and determined to be of high quality (Figure S3 (see Additional file 3)); a high degree of reproducibility was observed based on inter- and intra-group variation of the arrays, with all pairwise correlation coefficients between samples >0.98. 

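Few housekeeping genes and few markers of other cell types passed the threshold after PDGF-BB. Of 11 housekeeping genes, TFRC, which encodes the transferrin receptor for iron uptake, passed the threshold, with log2 fold changes of 0.88 in the arrays titled 4 h (24 h in the treatment field) and 0.65 in the arrays titled 24 h (4 h in the treatment field). Of 15 markers of urothelium, KRT7, a keratin of simple epithelia, was lower in both, at -0.86 and -0.57. Of 14 markers of endothelium, KDR, a VEGF receptor, was lower in both, at -1.13 and -1.10, and FLT1, another VEGF receptor, was higher by 0.94 in the arrays titled 24 h, against 0.34 in the arrays titled 4 h. Of 7 markers of nerve and glia, SNAP25, a protein of synaptic vesicle fusion, passed the threshold, at 0.61 in the arrays titled 24 h. The 13 markers of leukocytes had median log2 fold changes of -0.058 and 0.043, and the set test of limma (camera) gave them adjusted p = 0.396 and 0.645. In that test urothelium gave 0.234 and 0.608, endothelium 0.643 and 0.961, nerve and glia 0.906 and 0.526, and housekeeping genes 0.0574 and 0.475, all as adjusted p. The first value for housekeeping genes was 0.0472 without replicate 2 of 0 h, and 0.0455 and 0.0412 without replicates 2 and 4 titled 4 h; the median of the nerve markers lay below 0 in both groups (-0.02 and -0.01) while their test leaned up. Over all transcript clusters, Pearson's r of the 66 pairs of arrays ran from 0.985 to 0.996. The 18 pairs within a group lay between 0.9916 and 0.9962, of which 13 were above 0.995. The 48 pairs between groups lay between 0.9848 and 0.9918, so the ranges overlapped slightly. A first principal component of the genes held 45.7% of the variance and set the untreated arrays apart from the treated ones, and a second with 31.5% set the treated groups apart from each other. The next one, with 9.61%, ran within the groups, from replicate 4 titled 4 h and replicate 3 titled 24 h at one end to replicate 4 titled 24 h and replicate 1 titled 4 h at the other.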

A total of 1695 differentially expressed genes (DEGs) with overall *p* <0.05 (Table S1 (see Additional file 4)) were identified at either 4 or 24 h using an integrative statistical method previously reported ([16], Materials and Methods). Of these, 528 DEGs were significantly changed at both 4 h and 24 h following PDGF treatment, while 630 and 537 DEGs were significantly changed only at the 4 or 24 h time point, respectively (Figure 1A). 

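PDGF-BB changed 3019 of 18418 genes in at least 1 of the treated groups. In the arrays titled 4 h (24 h in the treatment field), 1215 genes were higher and 855 lower than at 0 h. STC1, a secreted glycoprotein hormone, rose most, from a log2 value of 6.99 ± 0.10 at 0 h to 9.98 ± 0.069 (SD, n = 4 each). It was followed by CCNE2, a cyclin of entry into S phase, with a log2 fold change of 2.74 (standard error 0.11, limma adjusted p = 5.77e-10), and by FAM111B, a serine protease, with 2.63. The replication licensing factor CDC6 rose by 2.17, and DTL, a ubiquitin ligase adaptor that acts in S phase, by 2.22. Among the genes that fell, ADAMTS5, an aggrecan-cleaving protease, changed by -2.35 (standard error 0.059, limma adjusted p = 1.55e-11), TCP11L2 by -2.28, and the protease inhibitor PI15 by -2.23. In the arrays titled 24 h (4 h in the treatment field), 1075 genes were higher and 1056 lower than at 0 h. IL33, an alarmin of the interleukin-1 family, rose from 4.30 ± 0.36 at 0 h to 8.64 ± 0.13 (SD, n = 4 each), and STC1 was higher by 3.63. LIF, a cytokine of the interleukin-6 family, rose by 2.65, the interleukin-7 receptor gene IL7R by 2.76, the EGF receptor ligand EREG by 2.37 and TNFSF15, a ligand of the TNF family, by 2.31. The lower genes held PTCH1, the Hedgehog receptor (-1.96), CCNG2, a cyclin of arrested cells (-1.65), HBP1, a repressor of cell cycle genes (-2.12), and RFTN2, a raft protein (-2.17). The lower level of IL33, TNFSF15 and RFTN2 lay under the mean of leukocyte markers at 0 h (5.77), where a value may be background, so the sizes of these changes may be lower bounds. Without the fold threshold, 8868 genes passed in at least 1 of the groups, and with a fold of more than 2, 654 genes did. With every transcript cluster tested, 1620 were higher in the arrays titled 24 h.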

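Many of the genes with large changes moved the same way in both treated groups. CHI3L1, a chitinase-like secreted glycoprotein, rose by 2.32 on the log2 scale in the arrays titled 4 h (24 h in the treatment field) and by 2.55 in the arrays titled 24 h (4 h in the treatment field). CD274, which encodes the immune checkpoint ligand PD-L1, rose by 2.39 and 2.63, and RGS4, a regulator of G protein signalling, by 2.29 and 2.98. Lower in both were KLHL24, a substrate adaptor of ubiquitin ligases (-2.13 and -2.67), FAXDC2 (-2.61 and -2.14) and ID2, an inhibitor of helix-loop-helix transcription factors (-1.83 and -1.44). Other genes parted the groups, as tested by the arrays titled 24 h against the arrays titled 4 h. SELENOP, a selenium carrier protein, changed by -2.76 in the arrays titled 4 h and -0.31 in the arrays titled 24 h, a difference of 2.46 (standard error 0.12, limma adjusted p = 2.62e-09), and PARM1 by -2.59 and -0.41. The lower level of SELENOP (4.96 ± 0.24, in the arrays titled 4 h) and that of CD274 (5.66 ± 0.17, at 0 h) lay under the mean of leukocyte markers, 5.77 at 0 h, so the sizes of their changes may be lower bounds (SD, n = 4 each). INHBE, a subunit of activin E, changed by 0.31 and -2.31, a difference of -2.62 (standard error 0.092, limma adjusted p = 1.91e-10). In all, 1182 genes passed the threshold in both treated groups, 888 in the arrays titled 4 h alone and 949 in the arrays titled 24 h alone, and between these groups 425 genes were higher and 777 lower in the arrays titled 24 h. Without the fold threshold these counts between the groups were 2566 and 2607, so their imbalance depended on the threshold. With a fold of more than 2 they were 53 and 290. Both comparisons with 0 h use the same untreated arrays. The log2 fold changes of all genes correlated at r = 0.631 (covariance 0.0730), and 71.1% of genes had the same sign. Simulated data with no effect and shared untreated arrays gave r = 0.500 (covariance 0.00315) and 66.7%. With a different pair of untreated arrays for each treated group, 1133 to 1193 genes passed in both over 6 splits and r lay between 0.569 and 0.608.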

DEGs were grouped into clusters (Clusters 1 to 7), based on time-dependent differential expression patterns, by hierarchical cluster analysis. The seven clusters could be sub-categorized into those representing up-regulated genes (Clusters 1 to 4) and those reflecting down-regulated genes (Clusters 5 to 7). These data showed that 487 (88%) of the 528 DEGs identified at both times were consistently up- or down-regulated (Clusters 1 or 7 in Figure 1B), while 63 (12%) of the 528 genes perturbed at both times were down-regulated at 4 h but up-regulated at 24 h (Cluster 4 in Figure 1B). 

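Genes of mitosis and chromosome segregation moved in opposite directions in the treated groups. TTK, a kinase of the spindle checkpoint, rose from 7.52 ± 0.085 at 0 h to 8.65 ± 0.088 in the arrays titled 4 h (24 h in the treatment field) and lay at 6.40 ± 0.16 in the arrays titled 24 h (4 h in the treatment field) (log2 values, SD, n = 4 each). ESCO2, an acetyltransferase of sister chromatid cohesion, changed by 1.53 (standard error 0.068, limma adjusted p = 2.04e-09) and by -0.64 (standard error 0.068, limma adjusted p = 4.85e-06). The cell cycle kinase CDK1 changed by 1.32 and -0.73, NDC80, a protein of the outer kinetochore, by 0.89 and -1.22, and SKA1, another protein of the attachment to spindle microtubules, by 1.04 and -1.01. SGO1, the protector of centromeric cohesion, changed by 1.33 and -0.75, DEPDC1 by 1.20 and -0.87, and BRIP1, a helicase of DNA repair, by 1.38 and -0.75. At the fold threshold of 1.4, there were 122 genes higher in the arrays titled 4 h and lower in the arrays titled 24 h, and 2 with the opposite order. Without a fold threshold these counts were 380 and 105, and with a fold of more than 2 they were 2 and 0. The 2 genes with the opposite order at 1.4 were named after their values were seen: TNS1, the focal adhesion protein tensin 1, changed by -0.66 and 0.62, and TGFB3, transforming growth factor β3, by -0.53 and 0.66, of which the first is -0.48 and under the fold threshold without replicate 2 titled 4 h. Under the times of the treatment field the counts change places, to 122 genes lower at 4 h and higher at 24 h. A further 583 genes were higher in both treated groups and 475 lower in both. Lists of these lengths drawn independently would share 70.9 genes higher in both, 49.0 lower in both, 69.7 higher then lower and 49.9 lower then higher.

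**Figure D2:**
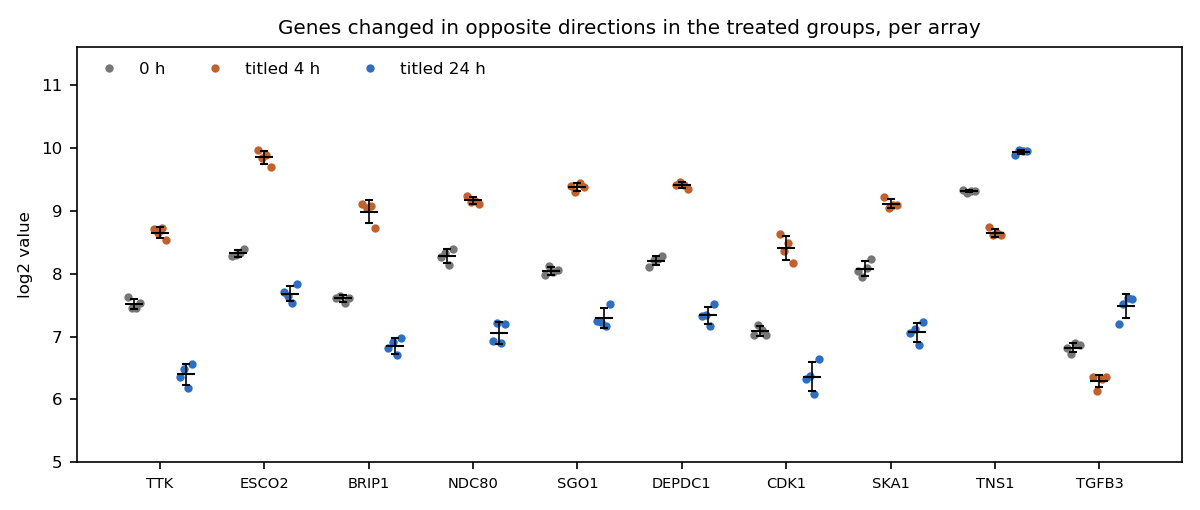
Log2 values of 10 genes past the threshold in opposite directions in the treated groups, with a point for each of the 4 arrays per group and a bar for the mean and SD. TTK to SKA1 lie above 0 h in the arrays titled 4 h (orange) and below it in the arrays titled 24 h (blue), and TNS1 and TGFB3 the other way.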

Functional enrichment analysis of Gene Ontology Biological Processes using Database for Annotation, Visualization and Integrated Discovery (DAVID) software suggested that cell cycle transit, cell proliferation, cell migration and motility, ribosome biogenesis and angiogenesis were the most prominent biological processes in the group of genes up-regulated by PDGF, whereas cell cycle arrest, chromatin organization and apoptotic pathways were the most prominent processes in the down-regulated group (Figure 1C).

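Genes of DNA replication and of mitosis rose together in the arrays titled 4 h (24 h in the treatment field). Of 38 genes of DNA replication and S phase, 37 were higher there, among them CDC25A, a phosphatase that activates cyclin-dependent kinases (1.87 on the log2 scale), and MCM10, a replication initiation factor (2.06), and all 42 genes of mitosis and G2/M were higher. In the arrays titled 24 h (4 h in the treatment field), 6 replication genes were higher and 1, the primase subunit PRIM1 (-0.68), was lower, while 38 mitosis genes were lower, with CENPF, a kinetochore protein, at -1.14 and the topoisomerase TOP2A at -1.06. Genes of ribosome biogenesis rose in both groups, 29 of 44 in the arrays titled 4 h and 35 in the arrays titled 24 h, led by LYAR, a nucleolar protein (1.44 and 1.62), and URB2 (1.19 and 1.41). Of 29 genes of cell migration, 11 were higher in the arrays titled 4 h and 11 in the arrays titled 24 h, with PLAU, the urokinase that activates plasminogen, at 1.94 and 1.86 and the collagen receptor subunit ITGA2 at 1.74 and 1.80. HMMR, a hyaluronan receptor also known from the mitotic spindle, was the gene of this list that fell in the arrays titled 24 h (-1.04). Of 27 genes of angiogenesis, 10 and 12 were higher and 3 and 4 lower, with the lymphatic growth factor VEGFC at 1.14 and 1.50 and ID3, which blocks helix-loop-helix factors, at -1.10 and -0.81. Of 27 genes of cell cycle arrest, 7 were lower in the arrays titled 4 h and 12 in the arrays titled 24 h, such as the stress sensor SESN3 (-1.34 and -1.54) and the cyclin-dependent kinase inhibitor CDKN1B (-0.55 and -1.01). Of 40 chromatin modifiers, 7 and 10 were lower, including the histone methyltransferase EZH1 (-0.81 and -1.11), and 2 were higher in the arrays titled 4 h, such as EZH2, the methyltransferase of the Polycomb complex (0.66), and 1 in the arrays titled 24 h, the remodeller CHD7 (0.62). EZH2 was among the lower genes in the arrays titled 24 h (-0.60). Of 24 pro-apoptotic genes, 3 were higher and 4 lower in the arrays titled 4 h, and 4 and 5 in the arrays titled 24 h, where TP53INP1, a stress-induced target of p53, was at -1.50 and the pore-forming BAK1 at 0.99. Every count was the same when adjusted over the list alone. By camera against all other genes, the adjusted p was 1.75e-29 and 0.149 for DNA replication in the order of the titles, 2.43e-32 and 9.52e-27 for mitosis, 1.64e-23 and 9.52e-27 for ribosome biogenesis, 1.07e-09 and 3.89e-10 for migration, 3.01e-04 and 1.76e-06 for angiogenesis, and 1.43e-04 and 1.07e-06 for arrest. It was 0.00179 and 1.05e-04 for chromatin modifiers, whose adjusted p was 0.514 and 0.420 with an estimated correlation, and 0.906 and 0.265 for apoptosis, whose median log2 fold change in the arrays titled 4 h (-0.058) and test differ in sign. DNA replication in the arrays titled 24 h had adjusted p = 0.0294 by camera without replicate 3 of that group. With an estimated correlation, the adjusted p of the other calls named here stayed under 0.05 but lay much closer to it. In the arrays titled 4 h it was 0.0328 for DNA replication, mitosis, ribosome biogenesis and migration, 0.0424 for angiogenesis and 0.0195 for arrest. In the arrays titled 24 h it was 0.0348 for mitosis, 0.0247 for ribosome biogenesis, 0.0239 for migration, 0.0195 for angiogenesis and 0.00824 for arrest.

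**Figure D3:**
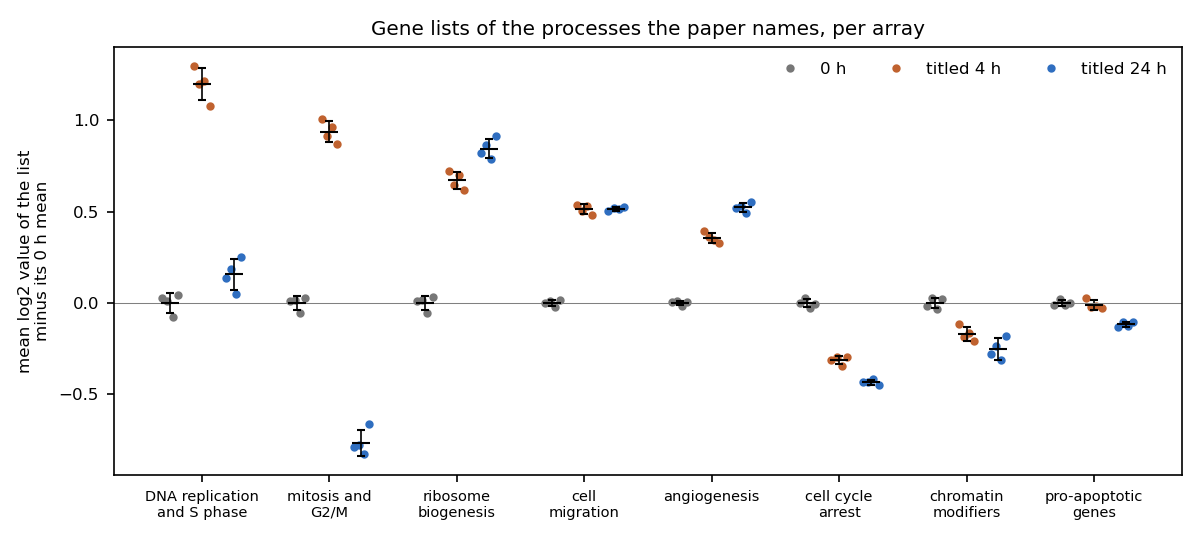
Mean log2 value of the genes of each list on each array, less the mean of the 4 arrays of 0 h, with a point per array and a bar for the mean and SD of the 4 arrays of a group. Mitosis genes lie above 0 h in the arrays titled 4 h (orange) and below it in the arrays titled 24 h (blue), and ribosome biogenesis genes above it in both.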

**Figure 1:**
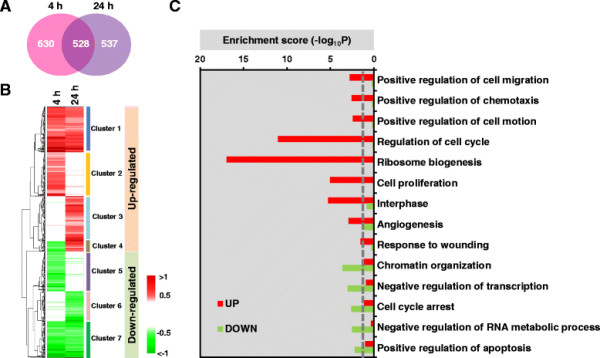
**Transcriptome analysis of pBSMC perturbed by PDGF-BB. (A)** Venn diagram depicts the proportion of DEGs in 4 h and 24 h microarray data sets. **(B)** Heatmap displaying differential expression patterns of 1,695 DEGs at 4 h and 24 h compared to 0 h. The DEGs were categorized into two groups: ‘Up-regulated’ (Cluster 1-4) and ‘Down-regulated’ (Cluster 5-7). The color shows increased (red) and decreased (green) expression. **(C)** Gene Ontology Biological Processes (GOBPs) enriched by DEGs. The bar graphs represent -log_10_(p), where *p* is the enrichment *p*-value from DAVID software.

To identify key transcription factors (TFs) involved in these gene expression alterations, we collected TF-target interaction data from six databases (TRED [17], EEDB [18], mSigDB [19], Amadeus [20], bZIPDB [21], and OregAnno [22]) and then identified TFs having significant numbers of DEGs as their targets (Materials and methods). 

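Of the transcription factors that the paper links to the changed genes, EGR1, an immediate-early factor of growth stimulation, rose most. Its log2 value went from 8.98 ± 0.12 at 0 h to 11.53 ± 0.030 in the arrays titled 4 h (24 h in the treatment field) and to 12.33 ± 0.027 in the arrays titled 24 h (4 h in the treatment field) (SD, n = 4 each), and the treated groups differed by 0.80 (standard error 0.056, limma adjusted p = 1.46e-07). MYB rose by 1.83 and 1.79, and JUN, a subunit of AP-1, by 0.68 (standard error 0.07, limma adjusted p = 3.94e-06) and 1.00 (standard error 0.07, limma adjusted p = 9.19e-08). MYC rose in the arrays titled 24 h, by 0.91 (standard error 0.045, limma adjusted p = 3.67e-09), and stayed under the fold threshold in the arrays titled 4 h, at 0.33 (adjusted p = 5.10e-05 from limma). RUNX1 rose in the arrays titled 24 h as well, by 0.66, and stayed under the fold threshold in the arrays titled 4 h, at 0.45. DDIT3, a factor of the stress response, fell in both groups, by -0.64 and -0.58. NFAT5, known for the response to osmotic stress, fell in the arrays titled 4 h, by -0.64, and had -0.17 in the arrays titled 24 h. SOX5 fell by -0.85 in the arrays titled 4 h and had -0.13 in the arrays titled 24 h, a difference of 0.72 between the treated groups (standard error 0.076, limma adjusted p = 8.48e-06). The difference for MYC was 0.58 (adjusted p = 3.52e-07 from limma). The values are mRNA levels and say nothing of phosphorylation or of the activity of these proteins.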

Significantly up-regulated DEGs were mainly downstream targets of EGR1, JUN, MYB, RUNX1, and MYC (Figure 2A) while the significantly down-regulated DEGs were largely regulated by DDIT3, NFAT5, and SOX5 (data not shown). 

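Genes of the feedback on ERK/MAPK signalling rose with the treatment. Of 20 genes in this list, 11 were higher in the arrays titled 4 h (24 h in the treatment field) and 13 in the arrays titled 24 h (4 h in the treatment field). SPRY4, a Sprouty inhibitor of receptor tyrosine kinase signalling, rose by 2.59 and 3.17 on the log2 scale, and DUSP6, a phosphatase of ERK, by 1.22 and 2.11. The genes that rose in both groups include ETV1 (1.30 and 0.83), ETV5 (1.17 and 0.66) and ETV4, which was named after its values were seen, all ETS activators of transcription that ERK induces and that are not negative regulators. Inflammatory genes rose as well: of 25 cytokines, chemokines and NF-κB targets, 10 were higher in the arrays titled 4 h and 14 in the arrays titled 24 h. ICAM1, an adhesion molecule for leukocytes, rose by 1.62 and 1.47, the monocyte chemokine CCL2 by 0.68 and 1.94, and IL6 by 1.14 and 1.30, while CXCL2 (-0.50) and IL1A (-0.52) were the 2 genes of the list that fell, both in the arrays titled 24 h, and both came under the fold threshold without replicate 1 of that group (-0.48 and -0.485). Of 23 immediate-early transcription factors, 8 and 10 were higher, among them the AP-1 subunits FOSL1 (1.10 and 1.31) and JUNB (1.17 and 1.23), and 2 were lower in both, KLF4 (-1.06 and -1.55) and FOSL2 (-0.72 and -0.94). Of 22 PDGF ligands, PDGF receptors and other receptor tyrosine kinases, 3 were lower and 1 higher in the arrays titled 4 h, with the ligand PDGFD at -1.54 and the ephrin receptor EPHA2 at 0.65, and 4 were higher and 1 lower in the arrays titled 24 h, with EGFR at 0.81 and the collagen receptor DDR2 at -0.84. Adjusted over the list alone, the counts were the same. By camera, the adjusted p in the order of the titles was 4.58e-08 and 3.06e-14 for the feedback genes, 1.98e-04 and 1.20e-08 for inflammation, 7.29e-05 and 3.49e-05 for immediate-early factors, and 0.0119 and 0.957 for ligands and receptors. With an estimated correlation, the adjusted p in the arrays titled 4 h was 0.0943 for inflammation and 0.197 for ligands and receptors. The other calls stayed under 0.05. In the order of the titles they had 0.0328 and 0.0122 for the feedback genes and 0.0195 and 0.00957 for immediate-early factors. Inflammation had 0.0233 in the arrays titled 24 h.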

The up-regulated DEGs were enriched in eight biological processes: angiogenesis, growth factor signaling, ribosomal biogenesis, cell migration, inflammatory response, cell death and survival, mitotic cell cycle, and DNA repair (Figure 2B). In addition, the enrichment analysis showed that MYC targets were significantly enriched in all 8 processes and JUN targets were enriched in 6 out of the 8 processes, indicating that MYC and JUN are the two most prominent TFs downstream of PDGF in pBSMCs. 

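Known targets of MYC and of JUN rose in both treated groups. Of 28 textbook targets of MYC, 11 were higher in the arrays titled 4 h (24 h in the treatment field) and 10 in the arrays titled 24 h (4 h in the treatment field). PPAT, the first enzyme of purine synthesis, rose by 1.15 and 1.30 on the log2 scale, RRS1, a factor of ribosome assembly, by 1.11 and 1.37, and POLR1B, a subunit of RNA polymerase I, by 0.89 and 1.32. Of 20 textbook targets of JUN and AP-1, 7 were higher in the arrays titled 4 h and 9 in the arrays titled 24 h. CCND1, which encodes cyclin D1, rose by 1.34 and 1.99, the urokinase receptor gene PLAUR by 1.25 and 1.16, and HBEGF, a ligand of the EGF receptor, by 1.03 and 1.88. The heme oxygenase gene was the 1 JUN target that fell. By camera, the adjusted p was 1.94e-11 and 7.17e-08 for MYC targets and 0.00117 and 6.49e-07 for JUN targets, in the order of the titles, and the counts adjusted over the list alone were the same. With an estimated correlation the adjusted p was 0.0328 and 0.0496 for MYC targets and 0.0328 and 0.00957 for JUN targets. The lists were written from general knowledge, not from the databases of the paper, and share members with others: 6 of the MYC targets are also genes of ribosome biogenesis, and 7 and 5 of the JUN targets are also in the lists of migration and angiogenesis. From the enrichment of MYC targets in every process tested and of JUN targets in most of them, the paper concludes that MYC and JUN are the most prominent transcription factors downstream of PDGF in pBSMC.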

Consistent with these results, a time-dependent assessment of these TFs confirmed that expression and/or phosphorylation of EGR1, JUN, MYB, RUNX1, and MYC was increased (Figure 2C) while that of DDIT3, NFAT5, and SOX5 was decreased by PDGF treatment at some but not all time points within 24 h (Figure S1D (see Additional file 1)).

**Figure 2:**
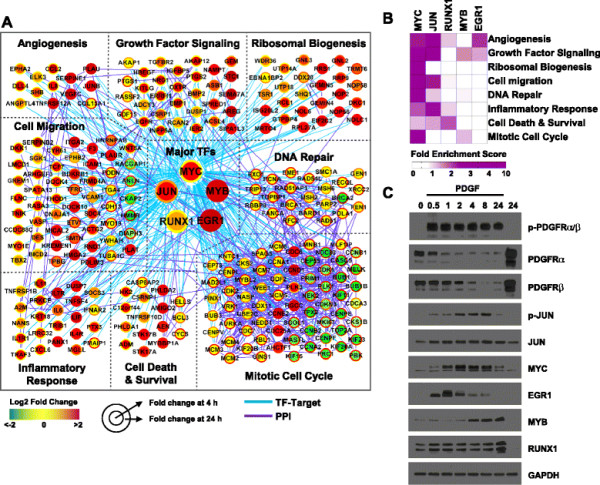
**A network model describing major cellular pathways regulated by five key TFs in response to PDGF-BB stimulation. (A)** The network was reconstructed using 255 target genes that belong to the overrepresented pathways. The node and node border colors represent log2 scale fold changes of mRNA expression at 4h and 24 h, respectively: genes decreasing at 4 h or 24 h compared to 0 hour are represented in green while those which increased at 4 h or 24 h are represented in red. The blue and cyan lines in the network indicate protein-protein interaction and TF-target interaction, respectively. The network nodes were arranged into several modules according to KEGG pathway information and Gene Ontology biological processes of the corresponding genes. **(B)** Two-dimensional map showing fold enrichment scores (FES) representing the contribution of TFs to the individual modules. The color gradient of each rectangle indicates the magnitude of the FES in the corresponding module. **(C)** Immunoblot analysis of time-dependent changes in PDGFR phosphorylation and putative master regulators in response to PDGF-BB treatment for the indicated times. The blot is representative of at least 3 independent trials.

### Protein expression regulated by PDGF

To identify proteins regulated by PDGF, triplex SILAC analysis was performed in three replicates. A total of 2489 proteins were identified with FDR < 0.01. Representative mass spectra of SILAC peptide triplets are shown in Figure S4 (see Additional file 5). After quality assessment, 241 differentially expressed proteins (DEPs) with overall *p* < 0.05 (Table S2 (see Additional file 6)) were identified using integrated statistics ([16], Materials and methods). Hierarchical clustering showed that the DEPs were broadly grouped into up- and down-regulated clusters, with the majority of DEPs only significantly differentially expressed at 24 h (Figure 3A). Enrichment analysis of Gene Ontology processes indicated that cell proliferation, response to wounding, angiogenesis, translation and steroid metabolic pathways were significantly up-regulated. Conversely, DNA compaction and chromatin organization pathways were down-regulated (Figure 3B). Biological processes common to the transcriptome and proteomic profiles are indicated by asterisks.

**Figure 3:**
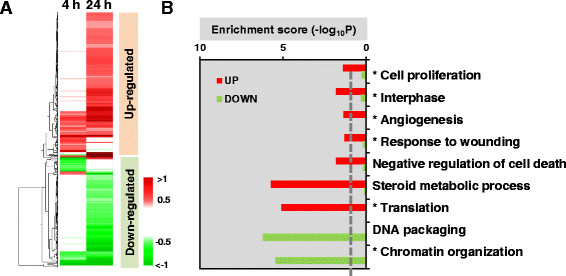
**Proteome analysis of pBSMC in response to PDGF-BB treatment. (A)** Heatmap displaying differential expression patterns of 241 DEPs at 4 h and 24 h compared to 0 h. The color shows increased (red) and decreased (green) expression. **(B)** Major cellular processes enriched by DEPs. Terms with an asterisk represent cellular processes common to both DEPs and DEGs. Functional enrichment analysis of up- and down-regulated proteins was performed using DAVID software. The bar graphs represent -log_10_(p), where *p* is the enrichment *p*-value from DAVID software.

### Integration of microarray and SILAC datasets

Next we performed an integrated analysis to explore the concordance between mRNA and protein levels in PDGF-treated pBSMCs. The correlation coefficient between mRNA and protein levels in pBSMCs treated without or with PDGF ranged from 0.41 to 0.45 (Figure S5 (see Additional file 7)). This is consistent with a previous global-scale correlation study showing that the coefficient of determination between mRNA and protein copy numbers in mouse NIH3T3 fibroblasts is 0.41 [23]. Among the 1695 DEGs and 241 DEPs, 40 targets were significantly changed at both mRNA and protein levels (Figure 4A, Table S3 (see Additional file 8)) and the changes at both levels were significantly correlated (p ≤ 0.01) (Figure 4B). 

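The order of the times decided whether the mRNA of KIF11, UBE2C, FANCI and DIAPH3 had the sign of the protein. KIF11, a kinesin that drives the mitotic spindle apart, had log2 fold changes of 0.94 in the arrays titled 4 h (24 h in the treatment field) and -0.90 in the arrays titled 24 h (4 h in the treatment field), while the paper's log2 protein ratios were -0.85 at 4 h and 0.87 at 24 h. UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, had 0.78 and -0.40, and its protein the paper's -0.42 and 1.91. FANCI, a protein of DNA crosslink repair, had 1.28 and -0.41, and its protein the paper's -0.66 and 0.33. Under the times of the treatment field the mRNA values change places, to -0.90 at 4 h and 0.94 at 24 h for KIF11, -0.40 and 0.78 for UBE2C and -0.41 and 1.28 for FANCI, each with the sign of the protein. DIAPH3 had 0.92 and -0.57, and its protein the paper's -0.09 and 1.25, so it too had the sign of the protein only with the times of the treatment field. COL15A1 had the sign of the protein at 4 h with the times of the titles and at 24 h with those of the treatment field. The linker histones H1-1 and H1-5, RRM1, a subunit of ribonucleotide reductase, TMPO, a protein of the nuclear lamina, and RPL27A had the sign of the protein at 24 h with the times of the titles and at 4 h with those of the treatment field. Over 38 species of Table S3, with or without a call, the signs were the same for 17 at 4 h and 24 at 24 h with the times of the titles, and for 25 and 24 with those of the treatment field. The mRNA of these 38 of the 40 species of Table S3 was read from transcript clusters with 1 gene symbol. This list was drawn up by the study from these samples, so its values are not independent evidence. Spearman's rho between the log2 fold change of the mRNA and the paper's log2 protein ratio was -0.278 with the times of the titles at 4 h (permutation p = 0.0898, 100000 resamples, two-sided; adjusted p = 0.180 over the 2 times) and 0.133 at 24 h (permutation p = 0.424, adjusted p = 0.424). With the times of the treatment field, rho was 0.393 at 4 h (permutation p = 0.0150) and 0.146 at 24 h (permutation p = 0.379). Over all 215 proteins of Table S2 measured here, rho with the times of the titles was -0.263 at 4 h (permutation p = 1.30e-04), and Pearson's r over the species of Table S3 was 0.0397 (permutation p = 0.810). These are correlations across genes, which are not independent replicates.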

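HPCAL1, a neuronal calcium sensor protein, and PTX3, a soluble pattern recognition molecule, were higher as mRNA and, in the paper's proteome, as protein at both times. The mRNA of HPCAL1 rose by 0.93 in the arrays titled 4 h (24 h in the treatment field) and 1.54 in the arrays titled 24 h (4 h in the treatment field) on the log2 scale, and the treated groups differed by 0.61 (standard error 0.078, limma adjusted p = 5.12e-05); that of PTX3 rose by 0.57 and 1.05. These were the 2 of 38 species of Table S3 with mRNA past the threshold and protein marked by the paper in the same direction at both times. In the same direction at a time were 4 species at 4 h, among them COL15A1, a collagen of basement membranes (1.04), and 15 at 24 h, among them the linker histone H1-5 (-0.84) and PNO1, a factor of ribosome assembly (1.27), and 17 at either. In opposite directions were 6 species at 4 h, such as DDX21, a nucleolar RNA helicase (1.07 for the mRNA), and DNMT1, the maintenance DNA methyltransferase (0.77), and 8 at 24 h, such as TGM2, the tissue transglutaminase (1.07), and PSPH, an enzyme of serine synthesis (-0.80). With the times of the treatment field, 7 species at 4 h, 18 at 24 h, 22 at either and 3 at both, which KIF11 joins, had the same direction, and 3 at 4 h and 8 at 24 h opposite directions.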

22 mRNA and protein species were consistently up- or down-regulated at 4 and 24 h (Figure 4C). Despite only 40 shared species, there was remarkable similarity in biological processes represented by the DEGs and DEPs (Figure 4D). This indicates that the shared alterations induced by PDGF are clearer at the cellular process or pathway levels than at the molecular level. Computational integration of all known transcription factors and their predicted potential to regulate the 40 shared RNA and protein species, identified MYC as the central transcriptional regulator of this signature (Figure 4E). The dominant biological processes represented by this signature were angiogenesis, chemotaxis, regulation of cell migration and cell proliferation (Figure 4F).

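The chemokine CXCL12 rose by 1.73 (standard error 0.046, limma adjusted p = 2.05e-11) in the arrays titled 4 h (24 h in the treatment field) and by 1.04 (standard error 0.046, limma adjusted p = 1.13e-09) in the arrays titled 24 h (4 h in the treatment field). CYR61 (CCN1), a matricellular protein that binds integrins, rose in the arrays titled 24 h, from 10.33 ± 0.082 at 0 h to 11.09 ± 0.032 (log2 values, SD, n = 4 each), and had a log2 fold change of 0.21 in the arrays titled 4 h. GDF15, a stress-induced factor of the TGF-β superfamily, rose in the arrays titled 4 h, by 0.94, and had 0.37 in the arrays titled 24 h. The treated groups differed by -0.69 for CXCL12 (adjusted p = 7.99e-08 from limma), 0.55 for CYR61 (adjusted p = 3.42e-06) and -0.57 for GDF15 (adjusted p = 2.44e-06). NAMPT, an enzyme of NAD synthesis that is also secreted, rose by 0.92 and 0.98, and TIMP3, an inhibitor of metalloproteinases, by 0.70 in the arrays titled 24 h. The hexokinase HK2 rose by 0.93 in the arrays titled 24 h, against 0.28 in the arrays titled 4 h. HMOX1, the inducible heme oxygenase, fell in both groups, with -0.99 and -1.01. PDGFRB, which encodes the β receptor of PDGF, fell in the arrays titled 4 h, with -0.73 (standard error 0.043, limma adjusted p = 2.14e-08), and had -0.39 in the arrays titled 24 h, under the fold threshold.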

**Figure 4:**
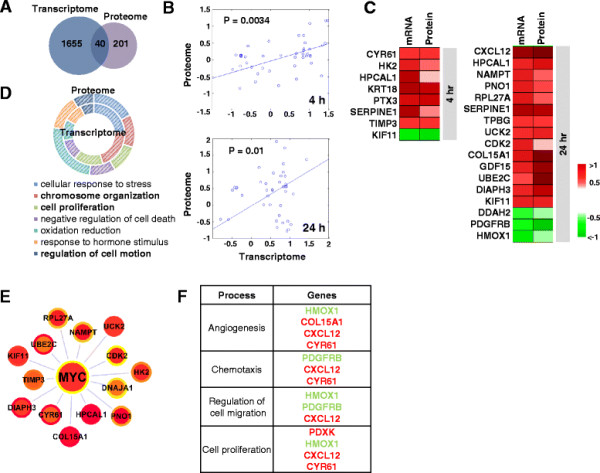
**Integration and comparison of DEGs and DEPs. (A)** Venn diagram depicts overlap between DEGs (n = 1695) and DEPs (n = 241), leading to 40 common gene and protein species. **(B)** Differential expression of these 40 molecules was significantly correlated (p ≤ 0.01, Spearman rank correlation test). **(C)** Heatmap shows the differential expression pattern of 22 common genes/proteins in response to 4 h and 24 h PDGF-BB treatment (HPCAL1, SERPINE1 and KIF11 are represented at both time points). **(D)** Enriched biological processes common to DEGs and DEPs. **(E)** MYC-centric network describing putative regulation of common gene/protein signature. The node and node border color represent expression changes of mRNA and protein, with the color showing increased (red) and decreased (green) expression. **(F)** The 22 common mRNA and protein species were classified functionally into angiogenesis chemotaxis, cell migration, or proliferation.

### Target validation in vitro and in vivo

The up- or down-regulation of a cohort of the molecules most significantly associated with the shared processes was validated by real-time RT-PCR analysis. As shown in Figure 5A, expression of HMOX1, PDGFRB, CYR61, CXCL12, GDF15 and DIAPH3 displayed time-dependent changes in expression following PDGF treatment. Findings presented in Figure 4 implicate MYC as a central regulator of the pBSMC response to PDGF. Notably, JUN/AP-1 also emerged from this global analysis (Figure 2), a finding that appears to confirm a series of published studies that identified JUN/AP-1 as a key regulator of mechanical signals in pBSMC [5],[24]–[28]. To probe the functional significance of these observations, we determined the impact of pharmacologic inhibition of MYC and JUN activation on expression of a subset of the validated gene targets. After confirming that MYC and JUN were effectively inhibited with the MYC inhibitor 10058-F4 (hereafter MYCi, [29]) and the JNK inhibitor SP600125 (hereafter JNKi) respectively, in pBSMCs (Figure S6 (see Additional file 9)), expression of 3 PDGF targets (HMOX1, CXCL12, and CYR61) was assessed by real-time RT-PCR. MYCi suppressed PDGF-regulated expression of all 3 targets, (Figure 5B) whereas JNKi only suppressed PDGF-regulated expression of HMOX1 but not of CXCL12 or CYR61 (Figure 5C). As independent validation of the network, additional targets were verified at the protein level (Figure 5D) and shown to be differentially sensitive to pharmacologic inhibition of JUN or MYC. PDGF-induced down-regulation of PDGFRβ was attenuated following inhibition of JNK, but insensitive to MYC inhibition. In contrast, inhibition of either JNK or MYC attenuated PDGF-stimulated up-regulation of CYR61 (Figure 5E).

**Figure 5:**
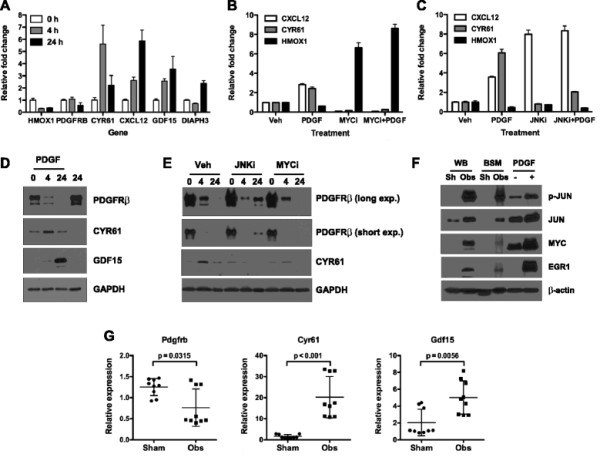
**Target validation in vitro and in vivo. (A)** Validation of mRNA levels of a subset of PDGF-regulated genes (HMOX1, PDGFRB, CYR61, CXCL12, GDF15 and DIAPH3) in pBSMC. **(B, C)** PDGF-induced changes in expression of the CXCL12, CYR61 and HMOX1 genes were evaluated in the context of MYC **(B)** and JNK/JUN **(C)** inhibition, using real time RT-PCR analysis. **(D)** Protein level changes in PDGFRβ, CYR61 and GDF15 in response to PDGF treatment for different times were verified by immunoblot analysis. Data are representative of three independent trials. **(E)** Sensitivity of PDGF-induced changes in PDGFRβ and CYR61 and to inhibition of JNK and MYC was assessed by immunoblot analysis. The long exposure is included to appreciate differences in sensitivity of PDGFRβ to JNK and MYC inhibition. **(F)** Immunoblot analysis of whole bladder tissue (WB, n = 2, pooled) or bladder smooth muscle (BSM, n = 5, pooled) from mice subjected to sham surgery (Sh) or outlet obstruction (Obs) were blotted with the indicated antibodies; serum-depleted pBSMC treated without (-) or with 1 nM PDGF-BB for 2 h (+) were included as negative and positive controls respectively. **(G)** Bladder smooth muscle tissues from sham-operated (Sham, n = 3) or obstructed mice (Obs, n = 3) were subjected to real-time RT-PCR analysis for the indicated transcripts.

To extend these findings, we determined whether signaling pathways and targets were altered in a mouse model of bladder injury. A previous study from our group demonstrated acute activation of the PDGFR axis and downstream effectors in response to bladder wall distension in rodents [5],[28]. As shown in Figure 5F, acute obstruction injury increased the level and/or phosphorylation of 3 transcription factors -- JUN, MYC, and EGR1 -- identified as key regulatory nodes in PDGF-stimulated transcription (Figure 2). In addition, expression of Pdgfrb, Cyr61 and Gdf15 transcripts was altered in the bladder injury model in a manner consistent with that observed following PDGF treatment of pBSMC (Figure 5G), further validating the network predictions.

### Functional interrogation of key regulatory nodes

To determine the biological significance of MYC- and JUN-mediated transcriptional events, we measured the impact of pharmacologic inhibition of MYC and JUN activation on pBSMC proliferation and migration. Inhibition of MYC or JUN attenuated PDGF-induced pBSMC cell proliferation (Figures 6A and 6B) and migration (Figures 6C and 6D), respectively.

**Figure 6:**
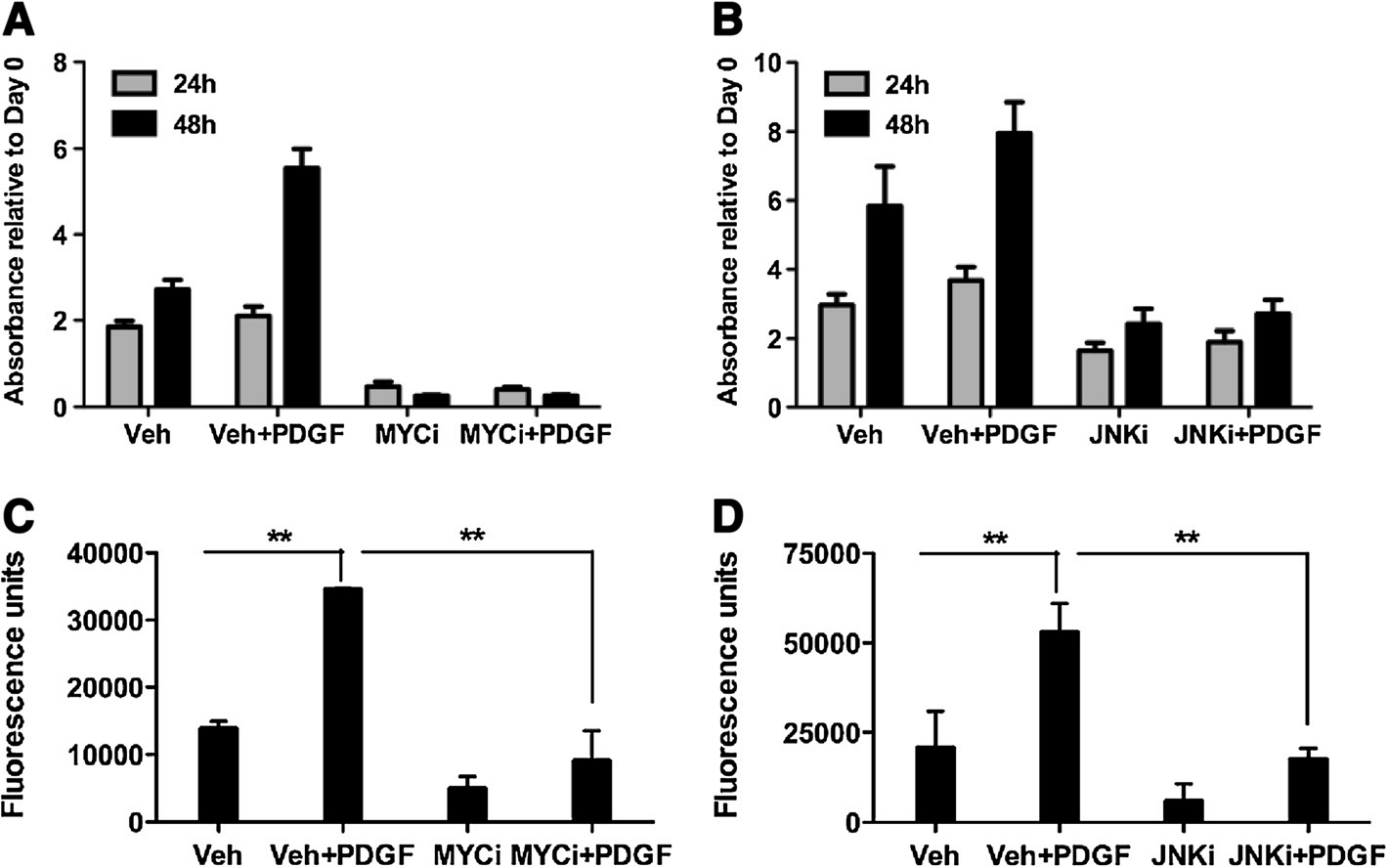
**Effect of inhibition of MYC and JNK/JUN function on PDGF-induced changes in cell growth and migration. (A, B)** Effects of MYC **(A)** and JUN **(B)** inhibition on the PDGF-stimulated increase in cell biomass, assessed 24 h or 48 h following treatment with growth factor **(C, D)** Inhibition of PDGF-directed cell migration in the presence of the MYC **(C)** and JUN **(D)** inhibitors. **, p < 0.05.

A common process underlying the dominant biological processes we identified (cell proliferation, chemotaxis, migration and angiogenesis) is actin cytoskeletal dynamics. 

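DIAPH3, which assembles actin filaments, moved in opposite directions in the treated groups. Its log2 value was 8.65 ± 0.061 at 0 h, 9.57 ± 0.042 in the arrays titled 4 h (24 h in the treatment field) and 8.08 ± 0.10 in the arrays titled 24 h (4 h in the treatment field) (SD, n = 4 each). The log2 fold changes were 0.92 (standard error 0.056, limma adjusted p = 2.77e-08) and -0.57 (limma adjusted p = 2.43e-06), and the treated groups differed by -1.48 (limma adjusted p = 3.67e-10). By the treatment field, DIAPH3 was lower at 4 h and higher at 24 h. It was the 1 of 27 formins and regulators of lamellipodial actin that was higher in the arrays titled 4 h, and the 1 that was lower in the arrays titled 24 h. Higher in the arrays titled 24 h were 3 others, namely FHOD1, a formin of stress fibres (1.01), VASP, which promotes filament elongation (0.78), and WASF3, a WAVE family regulator of actin (0.51; 0.48, under the fold threshold, without replicate 4 titled 24 h). The counts adjusted over the list alone were the same, and for the list as a whole camera gave adjusted p = 0.266 in the arrays titled 4 h and 0.214 in the arrays titled 24 h.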

Among the PDGF-responsive species identified at both the RNA and protein levels, the diaphanous-related formin protein DIAPH3 has been identified as a mediator of actin remodeling [30]–[32]. Our hypothetical model predicted a potential involvement of a MYC-JUN-DIAPH3 pathway in regulation of cytoskeletal remodeling in response to PDGF (Figure 7A). We investigated the effect of PDGF on DIAPH3 levels in pBSMC and demonstrated DIAPH3 down-regulation in PDGF-stimulated cells treated with MYC or JUN inhibitors (Figure 7B). RNAi-mediated silencing of DIAPH3 did not alter pBSMC proliferation or migration (data not shown), however it attenuated the PDGF-induced increase in lamellipodium formation in pBSMC (Figures 7C-E). Together, these findings suggest DIAPH3 may be a novel MYC and JUN target in pBSMC that regulates PDGF-induced alterations in cell morphology.

**Figure 7:**
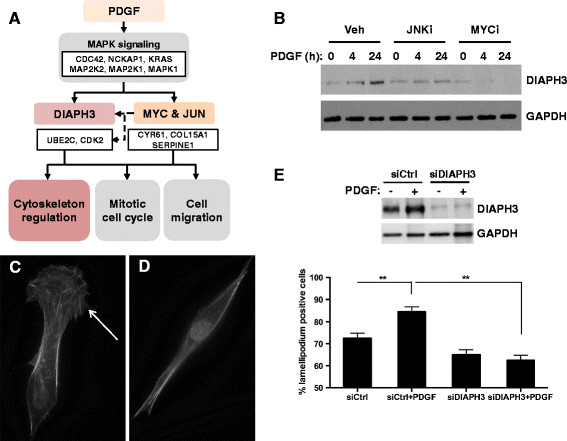
**DIAPH3 is a novel target of PDGF that regulates lamellipodium formation. (A)** Predictive model for MYC-JUN-DIAPH3 pathway in response to PDGF in pBSMC. **(B)** Immunoblot analysis depicting kinetics of DIAPH3 expression in pBSMC pre-treated with vehicle, JNK inhibitor (JNKi) or MYC inhibitor (MYCi) and subsequently treated with PDGF for 4 h or 24 h **(C, D)** Representative immunofluorescence images of pBSMC with **(C**, arrow**)** or without **(D)** lamellipodium formation. **(E)** Silencing of DIAPH3 attenuates the PDGF-mediated increase in lamellipodia formation in pBSMC (lower panel). Upper panel: immunoblot confirming efficiency of DIAPH3 knockdown in pBSMC. **, p < 0.05.

## Discussion

In this study we present a global analysis of gene and protein responses to PDGF in normal human visceral smooth muscle cells. To our knowledge this is the first integrated, quantitative proteomics and transcriptomics analysis in smooth muscle of any type. The proteomics dataset we have reported here represents the largest protein database of human SMCs ever assembled. Network analysis validated the importance of MYC and JUN/AP-1 in promoting SMC proliferation and migration, and also suggested the formin DIAPH3 may be a novel PDGF-sensitive regulator of SMC behavior. Our integrated analysis extends current understanding of PDGF-stimulated networks by uncovering a comprehensive list of PDGF-dependent biological processes and pathways and linking key transcription factors to their regulation. Moreover, integration of transcriptomics and proteomics revealed shared pathways, processes and master regulators. It also enhanced the reliability of both target identification and the associated network in comparison to microarray or proteomics analyses alone.

Pathologic remodeling of hollow organs such as the bladder, airways and vasculature involves alterations in SMC proliferation, extracellular matrix synthesis, cell morphology and cell motility. In agreement with these changes, integration analysis of differentially expressed genes and proteins in visceral SMC exposed to PDGF identified (i) regulation of cell proliferation; (ii) negative regulation of cell death; and (iii) regulation of cell motion as 3 of the most over-represented biological processes. A major finding of the current study was the emergence of MYC and JUN as dominant regulators of the PDGF-induced transcriptional program in visceral smooth muscle, and their identification as novel regulators of DIAPH3. Previous reports from us and others have implicated JUN/AP-1 in a variety of mechanosensitive cell behaviors in smooth muscle, including gene regulation, proliferation and migration [5],[24]–[26],[28],[33],[34]. Moreover, findings from our studies revealed significant overlap between mechanical and PDGF-stimulated signals in their ability to regulate signal transduction, gene expression and cell cycle transit [5],[26],[35]. In genome-wide expression profiling, we found that >70% of genes selectively induced by cyclic stretch-relaxation of SMC in vitro were similarly up-regulated by PDGF treatment [26]. In that study, informatics analysis revealed AP-1 as the transcription factor most significantly associated with stretch-induced gene expression. We proceeded to demonstrate that mechanical injury of the bladder promoted rapid phosphorylation of the PDGF receptor, independently of exogenous ligand, to promote up-regulation of the AP-1 target thrombomodulin [5]. Together, these observations suggest a mechanism underlying convergence of mechanical and growth factor signaling that involves PDGF receptor activation.

Among the overlapping genes and proteins identified in the current study as significantly enriched in response to PDGF treatment, CYR61, HMOX1 and CXCL12 emerged as genes linked to biological processes relevant to tissue remodeling, i.e. proliferation, migration and motility. Elevated CXCL12 and CYR61 have been implicated in fibroproliferative responses of vascular SMC and fibrocytes in arterial and airway remodeling [36]–[38], whereas CYR61 is elevated in hypertrophic smooth muscle of the bladder wall secondary to outlet obstruction and following cyclic stretch-relaxation of bladder SMC in vitro [27],[39]. Conversely, up-regulation of HMOX1 has been reported to attenuate both mitogen-induced proliferation and migration of SMC in vitro [40],[41], as well as smooth muscle remodeling in response to hypoxic injury [42]. In the current study, CYR61, HMOX1 and CXCL12 were also linked to the process of angiogenesis. A similar angiogenesis-focused gene signature was identified by Yang and colleagues in SMC exposed to mechanical stretch [27]. In that study AP-1, EGR-1 and MYB were identified as putative transcriptional regulators of the mechanosensitive transcriptional program, in agreement with our current and prior findings (Figure 2, [26]). Although MYC itself was not identified, the MYC family members upstream regulatory factor 1 (USF1) and USF2 were implicated as putative transcriptional regulators in both studies that evaluated stretch-induced gene expression in bladder SMC [27]. USF1 and USF2 bind to E-box motifs in target gene promoters and antagonize MYC activity [43],[44]. Notably, USF1 and USF2 have been shown to directly up-regulate transcription of HMOX-1 in vitro and in vivo [45],[46]. Our current findings showing that PDGF-induced downregulation of HMOX-1 in visceral SMC was reversed by pharmacologic inhibition of MYC is consistent with negative regulation of HMOX-1 expression by MYC and with its antagonistic interaction with USF1/2 at target gene regulatory regions. Exposure of hollow organs to mechanical stress in vivo induces transient hypoxia, as a result of vascular compression, which in turn enhances blood flow [47]. The identification of angiogenesis-associated gene signatures in SMC exposed to convergent mechanical or growth factor stimuli may therefore be a component of the subsequent hypertrophic and hyperplastic response that enables tissues to adapt to and counteract increased intraluminal pressure within the organ.

In a recent report, Yohannes and coworkers employed 2D-differential in-gel electrophoresis (2D-DIGE) to profile proteins that were differentially expressed in the bladder smooth muscle of rats subjected to streptozotocin-induced diabetes for different periods of time [48]. Diabetes promotes a spectrum of pathologic changes in the urinary tract, including profound alterations in smooth muscle mass and contractility [49]. Although not identified by 2D-DIGE as differentially expressed in experimental diabetes, MYC, along with EGR1 and the AP-1 subunit c-Fos, emerged as interconnected nodes following interrogation of differentially expressed proteins using MetaCore software [48]. Similarly, in our analysis, the transcription factors JUN, MYC and EGR1 were not identified as PDGF-induced proteins by quantitative proteomics analysis of primary SMC cultures, but were revealed through higher order transformation of expression data as master regulators of PDGF-stimulated transcriptional and protein changes in visceral SMC.

In the present study, analysis of the gene targets for each of the master regulators identified in Figure 2 revealed a high degree of potential cross-regulation, in that the promoter for each transcription factor contained putative binding sites for all other factors analyzed (data not shown). Consistent with the possibility for functional interaction, a recent study revealed time-dependent up-regulation of transcription factor-specific gene modules in an in vitro model of acute MYC activation [50]. In response to MYC induction, genes harboring AP-1 and CREB motifs were induced first, followed by those targeted by EGR1, and concluding with putative MYC targets. Taken together, these findings argue for a coordinated, temporal relationship between the master regulatory nodes we identified here. Given the potential for positive feedback regulation, they may also provide an explanation for the sustained fibroproliferation evident in hollow organ remodeling.

We further validated the network we have described by functional analysis of DIAPH3, which emerged as one of 22 targets that were induced at both mRNA and protein levels in response to PDGF. DIAPH3 is a member of the diaphanous-related formin family that regulates the actin and microtubule cytoskeletons downstream of the small Rho GTPases, Rho, Rac and Cdc42, in a variety of cell types (reviewed in [51]). Although primarily studied in epithelial cells and fibroblasts, the murine ortholog of DIAPH3, mDia2, has been implicated as a regulator of smooth muscle-specific gene expression in vascular SMC [52]. In that study, the primary activity of mDia2 and its homolog mDia1 was to enhance actin polymerization and thereby promote nuclear localization of the transcription factors MRTF-A and MRTF-B to induce expression of genes encoding smooth muscle contractile proteins. In the current study, silencing of DIAPH3 expression in visceral SMC did not affect migration or proliferation, but rather attenuated PDGF-stimulated formation of lamellipodia. These observations are consistent with a recent report describing a role for mDia2/DIAPH3 in nucleation of actin filaments in both filopodia and lamellipodia [32]. Notably, our prior quantitative proteomics study identified a cohort of actin cytoskeleton regulators that were up-regulated in caveolar lipid raft microdomains of PDGF-treated SMC [14]. Given the localization of activated PDGFR, actin regulators and DIAPH3 to lipid rafts ([14],[53],[54] and unpublished results, M.R.F), they support the functional importance of such microdomains as sites of integration for signals that regulate cell morphology and motility [55]–[57].

The mechanisms underlying regulation of DIAPH3 expression are largely unexplored. Our findings showed decreased expression of DIAPH3 in PDGF-treated SMC following pharmacologic inhibition of either JUN or MYC activity. Interestingly, the transcriptional co-activator Yes-associated protein (YAP) has been shown to promote DIAPH3 mRNA expression in fibroblasts [58] and to interact functionally with both JUN and MYC [59],[60]. Moreover, YAP is known to be upregulated in vascular SMC exposed to PDGF, and was found to be necessary for PDGF-mediated SMC proliferation [61]. Taken together, these findings are consistent with a direct role for MYC and/or JUN/AP-1 in transcription of the DIAPH3 gene.

## Conclusions

In summary, our results implicate MYC and JUN/AP-1 as key regulators of normal visceral SMC proliferation and migration, and provide the first evidence of a PDGF-sensitive MYC-regulated network in any cell type. These findings imply that MYC is a novel target for pharmacological intervention, not only in fibroproliferative expansion of smooth muscle in hollow organs, but also in cancers in which PDGFR-dependent signaling and/or MYC activation are drivers of tumor progression. Although transcription factors are challenging to target pharmacologically using small molecules, recent studies have reported encouraging results with inhibition of MYC in preclinical models of fibrosis and cancer [62]–[64]. Future studies evaluating these inhibitors in models of pathologic remodeling and cancer are clearly warranted.

## Materials and methods

### Materials

Recombinant human PDGF-BB was from R&D Systems (Minneapolis, MN). Antibodies to PDGFRα, PDGFRβ, phospho-PDGFRα/β Tyr849/Tyr857, c-Jun, phospho-c-Jun Ser63, c-Myc, EGR1, RUNX1, DDIT3, CYR61 and GDF15 were from Cell Signaling Technology (Danvers, MA); antibodies to Myb and NFAT5 were from Epitomics (Burlingame, CA); antibodies to SOX5 and GAPDH were from Santa Cruz Biotechnology (Santa Cruz, CA); antibody to β-actin was from Sigma Aldrich (Sigma Chemical Company, St. Louis, MO); antibody to DIAPH3 was a generous gift from Henry Higgs, Dartmouth Medical School. The c-Myc TF ELISA kit was from Active Motif (Carlsbad, CA). SP600125 and 10048-F4 were from EMD Biosciences (Billerica, MA). iScript cDNA synthesis reagents were from BioRad Laboratories (Hercules, CA). Universal PCR master mix for qRT-PCR and gene-specific assays were from Applied Biosystems (now Life Technologies, Grand Island, NY). Primers for human transcripts were as follows: Hs00171022_m1 for CXCL12; Hs00998500_g1 for CYR61; Hs01107330_m1 for DIAPH3; Hs02758991_g1 for GAPDH; Hs00171132_m1 for GDF15; Hs01110250_m1 for HMOX-1; Hs00998018_m1 for PDGFRA; and Hs01019589_m1 for PDGFRB. Primers for mouse transcripts were Mm00487499_g1 for Cyr61; Mm99999915_g1 for GAPDH; Mm00442228_m1 for Gdf15; Mm00435546_m1 for Pdgfrb.

### Cell culture and triplex SILAC labeling

Primary human bladder smooth muscle cells (pBSMCs) were cultured in smooth muscle cell medium (SMCM, Sciencell Research Laboratories, Carlsbad, CA) at 37°C in a humidified incubator with 5% CO_2_. For triplex SILAC labeling, pBSMCs were grown in arginine- and lysine-depleted SMCM (Sciencell Research Laboratories) supplemented with 2% (v/v) dialyzed fetal bovine serum (Invitrogen, Grand Island, NY) and L-arginine (Arg0) and L-lysine (Lys0), ^13^C_6_-L-arginine (Arg6) and 4,4,5,5-D_4_-L-lysine (Lys4), or ^13^C_6_^15^N_4_-L-arginine (Arg10) and ^13^C_6_^15^N_2_-L-lysine (Lys8) (Cambridge Isotope Laboratories, Andover, MA). After at least 6 population doublings, pBSMCs cultured in “light”, “medium”, and “heavy” SILAC media were serum starved overnight and treated with 1 nM PDGF-BB for 0, 4, and 24 h, respectively.

### RNA extraction and microarray analysis

After triplex SILAC labeling and PDGF treatment, RNAs were isolated from pBSMCs and hybridized to Human Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA), which comprise 28,869 well-annotated genes. A quality assessment of the microarray data was performed essentially as described [65]. Several diagnostic plots including histogram and scatter plots of probe intensities in the arrays were used to check systemic bias of microarray experiments, such as high level of background intensity, signal saturation, and inter- and intra-group variation of the arrays. After the adjustment of background signal using the Plier method, probe intensities were normalized using the quantile normalization procedure with Affymetrix Expression Console software [66]. The raw data were deposited in the Gene Expression Omnibus (GSE52488).

### Identification of differentially expressed genes (DEGs)

With the normalized intensities, DEGs in samples at 4 h or 24 h after PDGF treatment in comparison with control samples were identified using an integrated statistical method previously described [50]. Briefly, two independent tests—the *T*-test and the log2 median ratio test—were performed. For each test, an empirical distribution of the null hypothesis that the means of the gene expression levels are not different was estimated by random permutations of the samples. For each gene, adjusted *p*-value was computed by performing a two-tailed test using the empirical distributions. The two sets of adjusted *p*-values were combined to compute the overall adjusted p-values using Stouffer’s method [67]. In addition, to determine the cutoff value of fold changes, we computed fold changes of randomly permuted samples and fitted a Gaussian distribution to the random fold changes. The 2.5 percentile (*i.e.,* the level of significance α = 0.05 in the two-tailed test) was calculated to be less than 1.4. Thus, the DEGs were selected based on the criteria that the overall *p* is less than 0.05 and that the absolute fold-change is larger than 1.4. Finally, to identify GOBPs or major pathways represented by the DEGs, the enrichment analysis was performed using the DAVID software [68]. Specifically enriched cellular processes between up- and down-regulation were selected with *p* < 0.05. Bar graphs were used to represent the level of significance of each cellular process with enrichment score (-log_10_*P*).

### Identification of key transcription factors (TFs) regulating DEGs

To identify key TFs, 278,346 TF-target interaction data points for 350 TFs were collected from public databases including TRED [17], EEDB [18], mSigDB [19], Amadeus [20], bZIPDB [21], and OregAnno [22]. The targets of each TF (TF_*i*_) were counted among the up- or down-regulated DEGs (*e.g., n* DEG targets of TF_*i*_). The same number of genes as up- or down-regulated DEGs were then randomly sampled from the whole genome and the target of TF_*i*_ in the randomly sampled genes was counted. This procedure was repeated 100,000 times. Next, an empirical distribution (null hypothesis distribution) of the 100,000 counts of random targets of TF_*i*_ was generated. For the number of targets of TF_*i*_, the probability (*P*) that the actual count of targets of TF_*i*_ in the DEGs can be observed by chance was computed using a one-tailed test with the empirical distribution. The *P* values of TF_*i*_ for up- and down-regulated DEGs were then combined using Stouffer’s method [67]. The same procedure was repeated for all TFs. Finally, eight TFs whose targets were significantly (combined *p* < 0.01) enriched by the DEGs were selected.

### Hierarchical clustering of DEGs and differentially expressed proteins (DEPs)

From the comparisons of 4 h versus 0 h and 24 h versus 0 h, we identified a total of 1,695 DEGs. We performed hierarchical clustering using Euclidean distance as the dissimilarity measure and the average linkage method: 4 clusters (Clusters 1-4) for DEGs that were up-regulated and 3 clusters (Clusters 5-7) for DEGs that were down-regulated (see heat maps in Figure 1B). The same clustering approach was applied in categorization of up- and down-regulated DEPs.

### Network model reconstruction

To reconstruct a sub-network describing regulatory target cellular processes by 5 key TFs in PDGF-perturbed pBSMCs, we first selected 255 target genes (from the 1,695 DEGs) of the 5 TFs, which are involved in 8 enriched cellular processes. We then built a network model describing the key TF-target interactions and protein-protein interactions among the targets. The TF-target interactions and protein-protein interactions of the 255 target genes and 5 key TFs were obtained from six databases: TRED [17], EEDB [18], mSigDB [19], Amadeus [20], bZIPDB [21], and OregAnno [22], for TF-target interactions, and HPRD [69], BioGRID [70], STRING [71] and KEGG [72] for protein-protein interactions. We downloaded all protein-protein interactions (PPIs) in HPRD, BioGRID, STRING, and KEGG and combined information from the four databases into one list. During this process, we converted protein IDs used in each database into Entrez IDs, converted directed PPIs from the KEGG pathway database into undirected PPIs, to be compatible with undirected PPIs obtained from the three databases, and generated a list of non-redundant interactions by removing redundant PPIs (i.e. multiple interactions) in the four databases. Also, by converting directed PPIs into undirected ones, the PPIs obtained from the databases should not be conflicting with each other. All these procedures were implemented in MATLAB. We then used Cytoscape version 2.8.2 to display PPIs. The nodes in the network with the same GOBPs [73] and KEGG pathway annotations [72] were arranged and grouped into the same network module. To quantitatively assess the regulatory potential of each key TF to 8 functional modules, we computed the fold enrichment score (FES) defined by (the number of target genes within a module)/(the total number of genes within the module)/(the total number of target genes in the network)/(the total number of genes in the network). This is a modified version of fold enrichment score from DAVID software [68].

### Protein preparation, separation, and tryptic digestion for mass spectrometric analysis

Whole cell lysates from differentially SILAC-labeled and PDGF-treated pBSMCs were extracted with RIPA lysis buffer. Protein concentrations were determined using Micro BCA assay (Thermo Fisher Scientific, Rockford, IL) according to the manufacturer’s protocol. Proteins extracted from SILAC-labeled pBSMCs were mixed in equal amounts. 40 μg of protein mixture was resolved on a 10% SDS-PAGE gel and visualized with Coomassie Blue R-250 staining solution. Each gel lane was excised into 10 slices of similar size and cut into approximately 1 mm^3^ particles prior to in-gel reduction, alkylation, and tryptic digestion as previously described [74]. Tryptic peptides were extracted, dried down in a SpeedVac (Thermo Savant, Holbrook, NY), and stored at -80°C until mass spectrometric analysis.

### Mass spectrometric analysis

Mass spectrometric analysis was conducted essentially as described [75]. Briefly, tryptic peptides were redissolved with 10 μL 1.5% acetic acid and 7.5% acetonitrile solution. 5 μL samples were analyzed by online C_18_ nanoflow reverse-phase HPLC (Eksigent nanoLC · 2D™, Dublin, CA) connected to an LTQ Orbitrap XL mass spectrometer (Thermo Fisher Scientific, Waltham, MA) essentially as described [76],[77]. Briefly, samples were loaded onto an in-house packed C_18_ column (Magic C_18_, 5 μm, 200Å) (Michrom Bioresources, Auburn, CA) with 15 cm length and 100 μm inner diameter, and separated at about 200 nl/min with 60 min linear gradients from 5 to 35% acetonitrile in 0.2% formic acid. Survey spectra were acquired in the Orbitrap analyzer with the resolution set to a value of 30,000. Lock mass option was enabled in all measurements and decamethylcyclopentasiloxane background ions (at m/z 371.10123) were used for real-time internal calibration. Up to five of the most intense ions per cycle were fragmented and analyzed in the linear ion trap.

### Protein identification and quantification

For protein identification and quantification, raw mass spectrometric data were analyzed with MaxQuant software (version 1.0.13.13) [78]. The parameters were set as follows. In the Quant module, SILAC triplets was selected; oxidation (M) and acetyl (Protein N-term) were set as variable modification; carbamidomethyl (C) was set as fixed modification; concatenated IPI human database (version 3.52) (74,190 forward sequences and 74,190 reverse sequences) was used for database searching; all other parameters were default. Tandem mass spectra were searched by Mascot (version 2.2.0.4) (Matrix Science, Boston, MA). In the Identify module, all parameters were default, except that maximal peptide posterior error probability was set as 0.05. False discovery rates for protein and peptide identifications were both set at 0.01.

### Identification of DEPs

Quality assessment of the SILAC datasets was performed as described [79]. The statistical analysis of the SILAC data and the calculation of fold-change cutoff were the same as for the microarray data. The DEPs were identified using the following criteria: 1) overall *P* values are less than 0.05; 2) proteins quantified in at least two replicates; and 3) absolute fold changes larger than 1.3.

### Assessment of correlation between PDGF perturbed transcriptome and proteome

Within each time point, correlation between normalized probe and SILAC intensity of genes and corresponding gene products product were estimated for the genes that had protein intensity data by Spearman’s rank correlation analysis. Relationships between fold change of DEGs and SILAC ratio of corresponding DEPs at 4 h and 24 h were estimated by the same method.

### Target validation by real-time RT-PCR

pBSMCs were seeded at a density of 100,000 cells per well in a 6-well plate, cultured for 24 h, serum starved for an additional 24 h, and then treated with 25 ng/ml (1 nM) PDGF-BB (R&D Systems, Minneapolis, MN) for the indicated times. After the treatment, cells were harvested in 500 μl Trizol reagent (Invitrogen, Carlsbad, CA). Total RNA was reverse transcribed using the iScript cDNA synthesis reagent (Bio-Rad, Hercules, CA) and cDNAs were amplified using gene-specific primers (Life Technologies, Grand Island, NY) according to the manufacturer’s instructions. In selected experiments cDNAs from a mouse model of bladder injury [28] were analyzed similarly. Briefly, injury was created in wild type female CD-1 mice, in which the proximal urethra was ligated with 6-0 nylon suture. Bladder distension injury was achieved by urine production by the mouse over a 24 h period. At the end of the experiment, tissues were harvested for analysis. Bladder smooth muscle was separated from the urothelium, prior to isolation of RNA and cDNA synthesis. All procedures were approved by the Institutional Animal Care and Use Committee. In each case relative abundance of each gene was normalized to levels of the housekeeping gene GAPDH. Quantification of gene expression was carried out using the 2^-ΔΔCt^ method.

### Immunoblot analysis

Immunoblot analysis was performed essentially as described [80]. Briefly, equal amounts of whole cell or tissue lysates were resolved by SDS-PAGE and electrotransferred to nitrocellulose membranes. Membranes were blocked with 10% non-fat dried milk in phosphate buffered saline containing 0.1% Tween-20 (PBS-T), rinsed with PBS-T, and incubated with protein-specific primary antibodies (1:1000 dilution) overnight at 4°C. After washing, membranes were incubated with species-specific HRP-conjugated secondary antibodies, and proteins were visualized following incubation with SuperSignal WestPico chemiluminescence reagent (Thermo Fisher Scientific, Rockford, IL) and exposure of membranes to X-ray film.

### Cell biomass and viability assays

Cell biomass was assessed using the crystal violet assay essentially as described [25]. Cells were fixed in 1% glutaraldehyde for 15 min and then in 0.5% (w/v) crystal violet solution for an additional 15 min. The plates were washed and dried overnight. 250 μl of Sorenson’s solution was added to each well and incubated for 15 min. Then the solution was transferred to a 96-well plate and the absorbance at 570 nm was measured using a FLUOstar Omega microplate reader (BMG LabTech, Durham, NC). To determine viability, cells were incubated in medium supplemented with 10% AlamarBlue reagent for 2 h at 37°C, 5% CO_2_. Relative fluorescence intensity of medium was measured as described [81].

### Transwell migration assays

After a 24 h serum depletion period, 1 × 10^6^ pBSMCs were nucleofected with 1 μg pmaxGFP (Amaxa, Inc., nucleofection program A033) and ~1.6 × 10^5^ cells seeded in each of four transwell FluoroBlok™ inserts (BD Biosciences, San Jose, CA) containing 500 μL serum-free SMCM with JNK inhibitor, MYC inhibitor or vehicle (DMSO). The transwells were placed in the corresponding wells of a companion plate containing 1 ml/well serum-free SMCM. 25 ng/ml PDGF-BB was added 60 min later to the SMCM in the bottom wells. The remaining cells were seeded in two wells of a six-well plate for confirmation of transfection efficiency. At the indicated times after adding PDGF, transwell inserts were rinsed three times with PBS for 5 min and then transferred to a glass-bottomed 24-well black plate (Greiner, Monroe, NC). GFP fluorescence signal was measured with a FLUOstar Omega microplate reader (BMG LabTech) using the bottom optic, with excitation and emission wavelengths of 485 nm and 520 nm, respectively.

### DIAPH3 functional assay

1 × 10^6^ pBSMCs were nucleofected as described above with 1 μg pmaxGFP and 1 μM DIAPH3 siRNA or non-targeting control. 10,000 cells from each nucleofection mix were seeded onto sterile coverslips in 6-well plates for 24 h. Following a 24 h serum depletion, cells were treated without or with 1 nM PDGF-BB and harvested after 24 h for assessment of lamellipodia formation. Briefly, cells were fixed for 10 min in 4% paraformaldehyde with gentle shaking, followed by 2 washes for 5 min each with PBS. Cells were permeabilized with 0.1% Triton X-100 in PBS for 5-10 min, washed and incubated in blocking buffer (PBS containing 1% goat serum and 0.2% BSA) for an hour, with gentle shaking. Cells were washed 3 times with 0.2% BSA/PBS for 5 min each and incubated in a 1:1000 solution of rhodamine-phalloidin (Invitrogen, Grand Island, NY) in 0.2% BSA/PBS for 1 h with gentle shaking. Finally, cells were washed 3 times with PBS for 5 min each and the coverslips mounted onto slides in Vectashield mounting medium containing DAPI. The slides were allowed to dry overnight at 4°C prior to imaging on a Zeiss Axioplan 2 microscope. Cells were scored as lamellipodia-positive or negative by two independent observers (A.R and S.M.), from three independent trials, using at least 50 cells per condition, and data combined for determination of statistical significance.

### Statistical analysis

In most cases, comparisons between experimental groups were performed using Student’s t-test. P values are indicated in figure legends. Real-time RT-PCR data between conditions were analyzed using the non-parametric Mann-Whitney test. For comparison of lamellipodia formation data were analyzed using a linear model with fixed conditions (siDIAPH3/siControl, PDGF+/Vehicle, Rater, Experimental Run) and interaction terms between PDGF and condition, and Experimental Run and Rater were fit to the ratio of lamellipodium-positive cells to total number of cells. The diagnostic plots were examined. No transformations were necessary to the outcome variable, and no violations of model assumptions were observed on the plots. The Tukey Honestly Significant difference test was used to determine statistical significance of the difference in cell ratios between each pair of conditions. Statistical analyses were performed using R statistical software packages base (http://www.R-project.org/) and multcomp [82].

### Supporting data

The datasets supporting the results of this article are available in the Gene Expression Omnibus (GSE52488, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52488) and in the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository [83], with the dataset identifier PXD000624 and doi:10.6019/PXD000624).

## Abbreviations

AP-1: Activator Protein 1

bioGRID: Biological General Repository for Interaction Datasets

BSA: Bovine Serum Albumin

bZIPDB: Basic region-leucine zipper transcription factor database

CXCL12: Chemokine (C-X-C motif) ligand 12, also known as stromal cell-derived factor 1

CYR61: Cysteine-rich, angiogenic inducer, 61

DAPI: 4',6-diamidino-2-phenylindole

DAVID: Database for Annotation, Visualization and Integrated Discovery

DEG: Differentially Expressed Gene

DEP: Differentially Expressed Protein

DIAPH3: Diaphanous-related formin 3

DMSO: Dimethylsulfoxide

EEDB: EdgeExpress database

FDR: False Discovery Rate

FES: Fold Enrichment Score

GAPDH: Glyceraldehyde-3-phosphate dehydrogenase

GDF15: Growth and Differentiation Factor 15

GFP: Green Fluorescent Protein

GOBP: Gene Ontology biological processes

HMOX-1: Heme Oxygenase-1

HPLC: High Performance Liquid Chromatography

HPRD: Human Protein Reference Database

JNKi: JNK inhibitor, SP600125

KEGG: Kyoto Encyclopedia of Genes and Genomes

mSigDB: Molecular signatures database

MRFT-A/B: Myocardin-related transcription factor-A/B

MYCi: MYC inhibitor, 10058-F4

NFAT: Nuclear Factor of Activated T-cells

pBSMC: Primary bladder smooth muscle cell

PDGF-BB: Platelet-derived growth factor, BB isoform

PDGFR: Platelet-derived growth factor receptor

PPI: Protein-protein interaction

RT-PCR: Reverse transcription polymerase chain reaction

SDS-PAGE: Sodium dodecyl sulfate polyacrylamide gel electrophoresis

SILAC: Stable Isotope Labeling of Amino acids in Cell Culture

SMC: Smooth muscle cell

STRING: Search Tool for the Retrieval of Interacting Genes/proteins

TF: Transcription factor

TRED: Transcriptional Regulatory Element Database

USF1/2: Upstream regulatory factor 1/2

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

WY performed mass spectrometry and analysis of proteomics data; AR conducted validation assays and data analysis; SY performed integration analysis on transcriptomic and proteomic datasets as well as network modeling and construction; HJ assisted with transformation and analysis of transcriptomic and proteomic datasets; SM performed in vitro assays; MDM assisted with validation assays; TL performed statistical analysis; JK participated in integration and network analysis; DH supervised integration analysis, network modeling and construction and assisted with interpretation. MRF conceived of the study and wrote the manuscript; RMA conceived of the study, performed validation assays and wrote the manuscript. All authors read and approved the final manuscript.

## Additional files

## Supplementary Material

Additional file 1: Figure S1. PDGFR expression in vitro and in vivo. Primary human bladder smooth muscle cells (pBSMC) were analyzed for relative expression of PDGFRA and PDGFRB isoforms by real-time RT-PCR **(A)** or immunoblot analysis of 5 or 10 μg pBSMC lysate with the indicated antibodies **(B)**. **(C)** cDNAs from bladder muscle from the indicated strains, genders and ages of mice were analyzed for relative expression of PDGFRα and PDGFRβ isoforms by real-time RTPCR. **(D)** Cell lysates from pBSMC treated with PDGF for the indicated times (in h) were subjected to immunoblot analysis using the specified antibodies. Data are representative of at least 2 trials. Click here for file

Additional file 2: Figure S2. Workflow for the quantitative transcriptomics and proteomics analyses of pBSMCs in response to PDGF treatment. pBSMCs were triplex SILAC labeled and treated with PDGF for 0, 4, and 24 h. RNAs were isolated from each population of pBSMCs and analyzed on Human Gene 1.0 ST arrays. Proteins were extracted from each population of pBSMCs and mixed at a 1:1:1 (w/w/w) ratio. The protein mixture was analyzed by gel-enhanced liquid chromatography-tandem mass spectrometry (GeLC-MS/MS). The transcriptomics and proteomics datasets were analyzed to construct a putative network model for the molecules regulated by PDGF in pBSMCs. Click here for file

Additional file 3: Figure S3. Quality assessment of microarray data. **(A)** The histogram shows density of the microarray data. As shown in the figure there are no significant differences between the distribution of 12 samples in terms of shape and range after normalization with quantile method, demonstrating no problems with high level of background intensity and signal saturation. **(B)** The scatter plots illustrate reproducibility based on inter- and intra-group variations of the arrays. The diagonal shows the intensity distribution in each array. All pairwise correlation coefficients between samples were > 0.98. The Pearson correlation coefficient within groups was higher (>0.995) than those between groups. Click here for file

Additional file 4: Table S1. A total 1,695 DEGs perturbed by PDGF stimulation. Click here for file

Additional file 5: Figure S4. Representative mass spectra for triplex SILAC quantification. **(A)** and **(B)** show a trio of SILAC peptides derived from hippocalcin-like protein 1 (HPCAL1), which was significantly upregulated by PDGF treatment in two-dimensional (2D) and three-dimensional (3D) modes, respective. **(C)** and **(D)** show a trio of SILAC peptides derived from β-type PDGF receptor (PDGFRB), which was significantly downregulated by PDGF treatment in 2D and 3D modes, respective. In the MaxQuant-generated 3D pictures, the SILAC peptide trios were shown as 3D objects in *m/z*, elution time, and signal intensity space. Click here for file

Additional file 6: Table S2. 241 DEPs perturbed in response to PDGF treatment. Click here for file

Additional file 7: Figure S5. Overall correlation between the proteome and transcriptome. Relationship between PDGF perturbed protein and gene expression. Correlations between SILAC intensities and normalized probe intensities at each time point were estimated by Spearman’s rank correlation analysis to determine the correlation between all identified genes by microarray analysis and proteins by SILAC-based proteomics analysis. Click here for file

Additional file 8: Table S3. 40 common mRNA and protein species in response to PDGF treatment. Click here for file

Additional file 9: Figure S6. Confirmation of JNK and MYC inhibitor efficacy. **(A)** Nuclear extracts prepared from pBSMC treated with PDGF for various time periods were assessed for DNA binding activity of MYC using a transcription factor ELISA. Nuclear extract from Jurkat cells was included as a positive control. **(B)** TF ELISA depicting a reduction in DNA-binding function of MYC in nuclear extracts prepared from pBSMC pre-treated for an hour with 32 μM MYC inhibitor followed by stimulation with PDGF for 2 hours. **(C)** Immunoblot confirming efficacy of the JNK inhibitor as evidenced by lack of c-Jun phosphorylation in pBSMC pre-treated for an hour with the inhibitor, followed by exposure to PDGF for 4 h or 24 h. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

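The samples were primary human bladder smooth muscle cells, untreated (0 h) or treated with 1 nM PDGF-BB for the times of 4 h and 24 h, with 4 Human Gene 1.0 ST arrays per group. The authors adjusted the background by the PLIER method and applied quantile normalization in the Affymetrix Expression Console, whose version is not given in the sources used here, and deposited log2 values with 2 decimals. The values of 33297 transcript clusters on 12 arrays ran from 1.93 to 14.24, and the medians of the arrays from 6.75 to 6.81. The values were not normalized again. Background and quantile steps set the arrays to a shared distribution, so a change of all genes at once could not be seen, and dim transcript clusters carry more noise on the log2 scale. No detection call was used, so changes from or to a level under the mean of leukocyte markers at 0 h (5.77), among the genes of the text those of CD274, FLT1, IFIT2, IL1A, IL33, IL6, RFTN2, SELENOP, SYNPO2 and TNFSF15, may be lower bounds. The number of arrays limits the precision; the scanner intensities were not used here.

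Transcript clusters were named by the annotation of the platform, with symbols looked up by gene identifier in the RefSeq table of the assembly GRCh38.p14, from which no coordinate was taken. Of the transcript clusters, 19460 had 1 gene symbol, 1754 had several and 12083 had none listed. Names were taken from the first kind only, of which 19429 were found in the RefSeq table, and for the 768 genes with more than 1 transcript cluster the one with the highest mean over all arrays was used, which gave 18418 genes.

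The condition and replicate of each array came from its title and labels. The titles and the Materials and methods tie the cells in medium isotopes to 4 h and those in heavy isotopes to 24 h, and the treatment field and the source name tie them to 24 h and 4 h. The assignment of the titles was kept for every value, although Table S1 correlated more closely with the times of the treatment field. Each result was computed again with the times of the treatment field.

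Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on all 12 arrays, with p adjusted by Benjamini-Hochberg over 18418 genes), for both treated groups against 0 h and against each other, and called at an adjusted p under 0.05 and a fold of more than 1.4. The tests were checked on simulated data before use. The 28 gene lists were tested by camera with an inter-gene correlation of 0.01, and again with the correlation estimated and by fry. Spearman's rho of mRNA and protein was tested by 100000 permutations in Python with scipy 1.17.1.

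The genes named were fixed by a rule before the data were examined: for each treated group against 0 h the 12 largest rises and 12 largest falls past the threshold with all 4 treated arrays beyond all 4 of 0 h, the 8 and 8 largest between the treated groups, the 8 with the largest difference among those with opposite directions, up to 4 members per list and comparison, the 2 largest changes against a list's majority, every gene of Table S3 and every gene that the text of the paper names. The lists, the tests and the alternatives were fixed at the same time, except those that the closing section gives as chosen later. The lists covered immediate-early factors, feedback on ERK/MAPK, ribosome biogenesis, ribosomal proteins, DNA replication, mitosis, histones, cholesterol synthesis, amino acid stress, contractile genes, matrix, angiogenesis, migration, formins and actin, inflammation, interferon, cell cycle arrest, apoptosis, chromatin, glycolysis and hypoxia, targets of MYC and of JUN, PDGF and other receptor kinases, markers of urothelium, endothelium, leukocytes and nerve, and housekeeping genes. The alternatives were the fold threshold, the methods' t-test, moderation with an intensity trend and robust variances, an integrated test after that of the paper, normalization applied again by quantiles or cyclic loess, 16 added on the linear scale, the dimmest 30% of transcript clusters left out, every transcript cluster tested, the transcript clusters of a gene averaged, fits of only the groups compared, replicate number as a block, array weights, each array left out in turn, the times of the treatment field, for mRNA and protein Pearson's r and all proteins of Table S2, and for the correlation of arrays Spearman's rho, linear values and named genes only. The enrichment analyses with transcription factor databases and Gene Ontology were not repeated, since those databases were not used here, and the proteome enters only through the protein ratios of the paper's tables.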

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

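The effects of treatment differed between the arrays titled 4 h (24 h in the treatment field) and the arrays titled 24 h (4 h in the treatment field) for several genes named in the text, tested by limma between these groups. Higher in the arrays titled 24 h were SELENOP, by 2.46, EGR1, by 0.80, SOX5, by 0.72, HPCAL1, by 0.61, MYC, by 0.58 and CYR61, by 0.55 on the log2 scale. Lower in the arrays titled 24 h were INHBE, by -2.62, DIAPH3, by -1.48, CXCL12, by -0.69 and GDF15, by -0.57. Of the gene lists, camera with an estimated correlation found a difference for 4, with median log2 differences of -1.08 for DNA replication, -1.72 for mitosis, -1.32 for histones and 0.20 for targets of JUN. The adjusted p with that correlation was 0.0499 for DNA replication, 0.0154 for mitosis, 0.00447 for histones and 0.0499 for targets of JUN. Each of these differences has the opposite sign if the times of the treatment field are used.

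A single array stood apart from the other 3 of its group in 26 of 480 groups of values tested, where the gap to the nearest array, divided by the range of the group, was above Dixon's critical value. Chance alone gives about 1 in 20 groups. That ratio is given for each. At 0 h, a single array was highest for CD274 in replicate 2 (0.833) and H2AC4 in replicate 1 (0.852). In the same group, a single array was lowest for NAMPT in replicate 1 (0.857). In the arrays titled 4 h, a single array was highest for DDX21 in replicate 1 (0.875), EZH2 in replicate 4 (1), HBEGF in replicate 1 (0.903), HMOX1 in replicate 2 (0.889), NAMPT in replicate 4 (0.833) and NUPR1 in replicate 4 (0.889). In the same group, a single array was lowest for BRIP1 in replicate 4 (0.842), FOSL2 in replicate 2 (0.875), IFIT2 in replicate 2 (0.946), POLR1B in replicate 4 (0.867), RUNX1 in replicate 3 (0.875), TCP11L2 in replicate 1 (1), TGFB3 in replicate 2 (0.905) and TGM2 in replicate 4 (0.882). The values of TCP11L2 were 7.01 in replicate 1 and 7.02 in the others. They differ by the last of the 2 decimals deposited, so rounding sets the ratio and it does not show an array apart. In the arrays titled 24 h, a single array was highest for DES in replicate 3 (0.905), FOSL2 in replicate 4 (0.857) and PARM1 in replicate 4 (0.846). In the same group, a single array was lowest for CDC6 in replicate 3 (0.957), FAXDC2 in replicate 2 (0.917) and H2AC4 in replicate 2 (0.919). Among the means of gene lists, a single array stood apart for histone genes (titled 24 h, replicate 4 highest, 0.887), angiogenesis genes (0 h, replicate 3 lowest, 0.867) and interferon-stimulated genes (titled 4 h, replicate 2 lowest, 0.861).

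The paper does not report on transcript clusters with no gene listed here, 12083 in all. At the thresholds used for genes, 415 of them were higher and 169 lower in the arrays titled 4 h than at 0 h, and 450 higher and 231 lower in the arrays titled 24 h.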

How the results depend on the processing

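The times named here are those of the titles except where the treatment field is named. Among the alternatives run, the fold threshold and the choice between the times of the titles and of the treatment field moved the results on genes most. For gene lists the test mattered as well. Between the times, fry counted 21 lists and camera with an estimated correlation 4. The main test counted 10, as it did with the times of the treatment field, which turned the direction of 14 list results. The count of genes changed at either time stayed within 1.5 times its value under every alternative except the other fold thresholds. The other fold thresholds were run on counts and not on single genes. Over the alternatives run on single genes, other than the times, 5477 of 5491 values of named genes kept direction and call, and 14, all of CXCL2, IL1A, TGFB3 and WASF3, kept the direction and lost the call. The number of arrays and the signal over background limit what dim genes can show.

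Without a fold threshold, 3601 genes were higher and 3366 lower at 4 h, 3276 higher and 3521 lower at 24 h, and 2566 higher and 2607 lower at 24 h than at 4 h; 8868 passed at either time, 4896 at both, 2071 at 4 h only and 1901 at 24 h only; and 2217 were higher at both, 2194 lower at both, 105 lower then higher and 380 higher then lower. At a fold of more than 2 these counts were 267 and 128, 254 and 151, 53 and 290, 654, 146, 249, 259, 92, 52, 0 by limma and 2; fewer genes can pass a higher threshold. At an unadjusted p under 0.05 from limma with no fold threshold, 152 genes were lower then higher. With every transcript cluster tested, 1620 were higher at 24 h and 880 higher at both times, as there were more to test. With 16 added on the linear scale, 1 gene was lower at 4 h and higher at 24 h. Fry counted 23 lists at 24 h and 21 between the times, and camera with an estimated correlation 4 between the times. For mRNA and protein at 4 h, Pearson's r was 0.0397, and rho was -0.263 over all proteins of Table S2, with permutation p = 1.30e-04, past 0.05 where the species of Table S3 were not. The lowest correlation of arrays was 0.981 over named genes and 0.971 without the dimmest 30% of transcript clusters. The cause of these shifts was not tested beyond the construction of each alternative.

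With the times of the treatment field, 777 genes were higher and 425 lower at 24 h than at 4 h, 122 were lower at 4 h and higher at 24 h, and 2 the other way. The correlation with Table S1 was 0.984 (4 h) and 0.984 (24 h), and rho with protein at 4 h was 0.393. Of the 220 comparisons of single genes whose values the passages and the observations give, 126 kept direction and call, 31 kept the direction and lost the call, 11 kept it and gained the call, 49 with a call and 3 without turned direction. The log2 fold changes among these comparisons that turned, which leave out other comparisons of the same genes, were, at 4 h, BRIP1 -0.75, CDK1 -0.73, COL15A1 -0.08, DEPDC1 -0.87, DIAPH3 -0.57, ESCO2 -0.64, EZH2 -0.60, FANCI -0.41, H2AC4 -0.78, H3C12 -0.77, INHBE -2.31, KIF11 -0.90, NDC80 -1.22, NDRG1 0.31, SGO1 -0.75, SKA1 -1.01, TGFB3 0.66, TNS1 0.62, TTK -1.12 and UBE2C -0.40; at 24 h, BRIP1 1.38, CDK1 1.32, CENPF 0.73, DEPDC1 1.20, DIAPH3 0.92, ESCO2 1.53, FANCI 1.28, H1-5 1.17, H2AC4 1.01, H3C12 1.17, HMMR 0.98, INHBE 0.31, KIF11 0.94, NDC80 0.89, PRIM1 0.79, SGO1 1.33, SKA1 1.04, TGFB3 -0.53, TNS1 -0.66, TOP2A 0.77, TTK 1.14 and UBE2C 0.78; and between the times, CXCL12 0.69, CYR61 -0.55, DIAPH3 1.48, EGR1 -0.80, GDF15 0.57, HPCAL1 -0.61, INHBE 2.62, MYC -0.58, SELENOP -2.46 and SOX5 -0.72. Lists that turned had adjusted p at 4 h of 9.52e-27 (mitosis) and 4.44e-14 (histones), at 24 h of 2.43e-32 (mitosis) and 2.27e-13 (histones), and between the times of 5.99e-05 (ERK/MAPK feedback), 1.61e-05 (ribosome biogenesis), 1.70e-36 (DNA replication), 2.97e-62 (mitosis), 2.54e-31 (histones), 1.23e-09 (amino acid stress), 0.0272 (angiogenesis), 0.00112 (inflammation), 0.00112 (JUN targets) and 3.67e-05 (receptor kinases). These follow from the exchange of the groups.

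Leaving out each array in turn gave 1127 to 1326 genes higher and 831 to 920 lower at 4 h, 1019 to 1143 higher and 973 to 1158 lower at 24 h, 402 to 463 higher and 724 to 839 lower between them, 2996 to 3075 at either time, 1173 to 1213 at both, 865 to 944 and 918 to 983 at a single time, 555 to 624 higher and 458 to 505 lower at both, 2 to 3 lower then higher and 113 to 132 higher then lower. Lists past 0.05 numbered 16 to 17, 14 to 15 and 10 to 12, and rho ran from -0.299 to -0.254 at 4 h and from 0.127 to 0.154 at 24 h. Besides the genes and lists for which the text gives it, single arrays changed the call of CXCL2 (without replicate 1 or 2 of 0 h, or 4 titled 24 h: -0.45, -0.48 and -0.48), and, between the times, of angiogenesis (adjusted p = 0.0531 without replicate 4 titled 24 h), and brought 4 lists past 0.05, namely arrest (0.0474, 0.0303 and 0.0425 without replicate 3 of 0 h, titled 4 h or titled 24 h), chromatin (0.0413 without replicate 4 titled 24 h), MYC targets (0.0288 to 0.0486 without any array of 0 h, replicate 2 or 4 titled 4 h, or 4 titled 24 h) and leukocytes (0.0382 without replicate 4 titled 4 h). With replicate number as a block, 3016 genes changed at either time. Deviations of arrays with the same number correlated between -0.601 and 0.315, and 3 of 24 comparisons had the best match in the array of the same number, so the numbers do not pair the arrays. The block moved other counts of genes slightly, such as those higher at 24 h from 1075 to 1072. It kept the call in all 220 comparisons of named genes and all 84 of gene lists.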

Differences from the paper's values

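At an adjusted p under 0.05 with a fold of more than 1.4, where the paper sets an overall p under 0.05 by its integrative method and the same fold, 3019 genes passed at either time (the paper's 1695), 1182 at both times (the paper's 528) and 949 at 24 h alone (the paper's 537), with the times of the titles. In the same direction at both times were 1058 genes (the paper's 487; 462 by the marks of Table S1), and 2 were lower at 4 h and higher at 24 h (the paper's 63). Of the alternatives set before the data were examined, each left these 5 counts more than 1.5 times apart from the paper's, among them an integrated test after the paper's own method; with the times of the treatment field 122 genes were lower at 4 h and higher at 24 h. The genes that passed held 1532 of the 1552 genes of Table S1 measured here, and Table S1 marks 525 genes at both times, 632 at 4 h only and 538 at 24 h only. With the times of the treatment field, the slope of these log2 fold changes on those of Table S1 was 1.162 at 4 h and 1.159 at 24 h. So the paper's fold changes of these genes tended to be smaller. Whether this accounts for the lower counts of the paper was not tested.

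The log2 fold changes at 4 h and 24 h, with the times of the titles and the paper's from Table S1, were EGR1 2.55 and 3.35 (the paper's 3.39 and 2.59); JUN 0.68 and 1.00 (the paper's 0.83 and 0.60); MYB 1.83 and 1.79 (the paper's 1.65 and 1.66); RUNX1 0.45 and 0.66 (the paper's 0.59 and 0.43); MYC 0.33 and 0.91 (the paper's 0.86 and 0.30); NFAT5 -0.64 and -0.17 (the paper's -0.15 and -0.61); SOX5 -0.85 and -0.13 (the paper's -0.18 and -0.72). For the genes of the RT-PCR they were HMOX1 -0.99 and -1.01 (the paper's -0.75 and -0.80); PDGFRB -0.73 and -0.39 (the paper's -0.38 and -0.66); CYR61 0.21 and 0.77 (the paper's 0.72 and 0.20); CXCL12 1.73 and 1.04 (the paper's 1.01 and 1.67); GDF15 0.94 and 0.37 (the paper's 0.27 and 0.86); DIAPH3 0.92 and -0.57 (the paper's -0.61 and 0.82). In all, 26 of 28 values of these genes and DDIT3 lay apart from the paper's by more than the SD of the arrays, and 2, both of DIAPH3, had the opposite sign. Of the 28, 8 lay apart with the times of the treatment field, all with the paper's sign. These were MYB, HMOX1 and, at 4 h, JUN, RUNX1 and GDF15, with PDGFRB at 24 h. With 16 added on the linear scale, both values of MYB fell within the paper's. Leaving out replicate 1, 3 or 4 of 0 h, or 2 or 4 titled 24 h, did so for MYB at 24 h, and leaving out replicate 1 of 0 h or 4 titled 4 h for JUN at 4 h. The other alternatives brought none of the 26 within the paper's.

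The paper states a correlation of mRNA and protein changes over the species of Table S3, at p of no more than 0.01, and its methods name both times; with the times of the titles rho did not pass, and with those of the treatment field it had an unadjusted p under 0.05 at 4 h. The count of species with the same direction at either time equals the paper's with the times of the treatment field. In Fig. 5A the paper has CYR61 higher at 4 h than at 24 h and CXCL12, GDF15 and DIAPH3 higher at 24 h; the arrays titled 4 h and the arrays titled 24 h gave the opposite order for each of these, while HMOX1 lay below 0 h in both groups as in the paper. PDGFRB, which the panel has below 0 h at 24 h and about level with it at 4 h, fell further in the arrays titled 4 h. The paper has apoptotic pathways lower, and the list of pro-apoptotic genes went both ways. Figure S3 of the paper has Pearson's r within groups above 0.995 and higher than between groups. Here 13 of 18 pairs within a group were above 0.995, and the lowest, 0.9916, lay under the highest between groups, 0.9918.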

Other observations

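Replication-dependent histone genes moved in opposite directions in the treated groups. Of 22 histone genes, 17 were higher in the arrays titled 4 h (24 h in the treatment field) and 18 were lower in the arrays titled 24 h (4 h in the treatment field). H3C12, a gene of histone H3, changed by 1.17 and -0.77 on the log2 scale, and H2AC4, a gene of histone H2A, by 1.01 and -0.78. Camera gave the list adjusted p = 2.27e-13 and 4.44e-14. Targets of ATF4 in amino acid synthesis and stress fell: 18 of 26 were lower in the arrays titled 24 h and 5 in the arrays titled 4 h. CTH, the cystathionine gamma-lyase of cysteine synthesis, changed by -0.58 and -1.63, the pseudokinase TRIB3 by -1.22 in the arrays titled 24 h and the stress regulator NUPR1 by -1.14 in the arrays titled 4 h. The adjusted p by camera was 1.09e-07 in the arrays titled 4 h, where it was 0.121 with an estimated correlation, and 2.86e-16 in the arrays titled 24 h. Of 23 genes of glycolysis and the response to hypoxia, 6 were higher in the arrays titled 24 h, with BHLHE40, a transcriptional repressor, at 1.66 and the glucose transporter SLC2A3 at 1.22, and 3 were higher and 1, NDRG1 (-1.09), lower in the arrays titled 4 h. Their adjusted p by camera was 3.49e-05 in the arrays titled 24 h and 0.00561 in the arrays titled 4 h, where it was 0.149 with an estimated correlation. The counts adjusted over the list alone were the same. With the estimated correlation, histones had adjusted p = 0.0304 and 0.0158 by camera in the order of the titles. In the arrays titled 24 h it was 0.0270 for amino acid stress and 0.0428 for glycolysis and hypoxia.

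Contractile genes of smooth muscle went both ways. Of 20, 2 were higher and 4 lower in the arrays titled 4 h, and 4 higher and 3 lower in the arrays titled 24 h. MYOCD, the coactivator of the smooth muscle programme, fell in the arrays titled 4 h (-1.19), and SYNPO2, an actin-binding protein of the Z-disc, fell in both groups (-1.23 and -1.08). DES, which encodes desmin, rose in the arrays titled 24 h (1.02), and ACTG2, the enteric smooth muscle actin, in both (0.58 and 0.90). Of 31 genes of the extracellular matrix, 3 were higher in each group, with THBS2, thrombospondin 2, at 1.09 and 1.02, and FBLN5, a fibulin of elastic fibres, was lower in the arrays titled 4 h (-0.61). Of 26 interferon-stimulated genes, 2 were higher and 2 lower in the arrays titled 4 h and 2 lower in the arrays titled 24 h, with IFIT2 at -0.83 and -0.84. Of 19 genes of cholesterol synthesis, the 2 that passed were LSS (-0.62) and TM7SF2 (-0.63), both lower in the arrays titled 4 h. The 34 ribosomal protein genes had median log2 fold changes of -0.035 and -0.028. By camera the adjusted p in the order of the titles was 0.817 and 0.521 for contractile genes, 0.608 and 0.223 for matrix, 0.309 and 0.121 for interferon-stimulated genes, 0.920 and 0.223 for cholesterol synthesis and 0.676 and 0.608 for ribosomal proteins. The mean log2 fold change of cholesterol genes in the arrays titled 4 h (-0.026) lay below 0 and their median (0.02) above it.

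Of the tests on these patterns, those of the times by Table S1, by immediate-early genes and by the proteins of Table S2, and those of the within-group axis by brightness, replicate number and matched genes, were chosen after the result was seen. In each comparison of groups, 1 of the 35 splits of its 8 arrays, the real one, gave as many genes. This argues against chance in the grouping of arrays, though 35 splits allow no finer statement. The other splits mix the groups, which widens the spread within them. Isotope medium follows the same groups and is not tested by these splits. The real counts in 2-group fits were 2069 for the arrays titled 4 h against 0 h, 2131 for the arrays titled 24 h against 0 h and 1201 between the treated groups, and the highest of the other splits gave 0 by limma in each. At an unadjusted p under 0.05, with no fold threshold, the real splits gave 8176, 7829 and 6288 genes and the highest of the others 2381, 1906 and 4477.

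The treated groups followed the opposite time of Table S1. With the times exchanged, r with Table S1 rose by at least 0.345 over the times, which restates the pattern and tests no explanation of it. The sum of rho with the proteins of Table S3 rose by 0.685 (95% bootstrap interval 0.238 to 1.188), which is consistent with times that are exchanged in the titles. An exchange of the columns of Table S1 alone is argued against by the same 0.685. The 215 proteins of Table S2 argue against it too, as the sum of rho rose by 0.443 (lower bootstrap bound 0.285). These proteins cannot tell exchanged titles from columns of Table S1 and of the protein tables that are exchanged together. Immediate-early genes, with a median difference between the treated groups of 0.08 (interval -0.0080 to 0.265), do not tell the times apart. The paper's RT-PCR in Fig. 5A, a separate assay, has CYR61 higher at 4 h and CXCL12, GDF15 and DIAPH3 higher at 24 h. In the arrays titled 24 h less those titled 4 h, their log2 differences were 0.55, -0.69, -0.57 and -1.48. For these genes the RT-PCR runs the way of the treatment field and argues against a joint exchange of the tables. It covers few genes and does not settle the times. A biological cause was not tested, since the times themselves are in question.

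The principal component with 9.61% of the variance ran within the groups, with arrays of each treated group at both ends. Its loading had a Spearman's rho of -0.437 with the mean log2 value over genes, which is consistent with a gradient of background or hybridization between arrays. Batches marked by replicate numbers are argued against, as these numbers held 9.57% of the variance of the axis within groups. The lists of other cell types had median loadings of 1.101 SD (urothelium), 0.682 SD (endothelium), 1.475 SD (leukocytes) and 0.615 SD (nerve and glia). Less those of genes of the same level, these were 0.254, -0.080, 0.442 and -0.061 SD, so part of each goes with the low level of the genes, and the values do not tell RNA from other cells apart from a gradient. No biological explanation was tested. Without the 4 arrays of the lowest array weights, which are replicates 3 and 4 titled 24 h and 4 and 1 titled 4 h and were left out after seeing the data, 1230 genes were higher and 869 lower in the arrays titled 4 h, 1083 higher and 1037 lower in the arrays titled 24 h, and 429 higher and 780 lower between the treated groups.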
